# Transcriptome Analysis of Poplar during Leaf Spot Infection with *Sphaerulina* spp.

**DOI:** 10.1371/journal.pone.0138162

**Published:** 2015-09-17

**Authors:** Adam J. Foster, Gervais Pelletier, Philippe Tanguay, Armand Séguin

## Abstract

Diseases of poplar caused by the native fungal pathogen *Sphaerulina musiva* and related species are of growing concern, particularly with the increasing interest in intensive poplar plantations to meet growing energy demands. *Sphaerulina musiva* is able to cause infection on leaves, resulting in defoliation and canker formation on stems. To gain a greater understanding of the different responses of poplar species to infection caused by the naturally co-evolved *Sphaerulina* species, RNA-seq was conducted on leaves of *Populus deltoides*, *P*. *balsamifera* and *P*. *tremuloides* infected with *S*. *musiva*, *S*. *populicola* and a new undescribed species, Ston1, respectively. The experiment was designed to contain the pathogen in a laboratory environment, while replicating disease development in commercial plantations. Following inoculation, trees were monitored for disease symptoms, pathogen growth and host responses. Genes involved in phenylpropanoid, terpenoid and flavonoid biosynthesis were generally upregulated in *P*. *balsamifera* and *P*. *tremuloides*, while cell wall modification appears to play an important role in the defense of *P*. *deltoides*. Poplar defensive genes were expressed early in *P*. *balsamifera* and *P*. *tremuloides*, but their expression was delayed in *P*. *deltoides*, which correlated with the rate of disease symptoms development. Also, severe infection in *P*. *balsamifera* led to leaf abscission. This data gives an insight into the large differences in timing and expression of genes between poplar species being attacked by their associated *Sphaerulina* pathogen.

## Introduction

There are numerous important diseases caused by members of the fungal family Mycosphaerellaceae that affect plants, and forest trees are no exception. Many *Populus* species and hybrids are susceptible to leaf and stem diseases caused by *Sphaerulina* species including leaf spot of balsam poplar (*P*. *balsamifera*), eastern cottonwood (*P*. *deltoides*) and black poplar (*P*. *nigra*) caused by *S*. *populicola*, *S*. *musiva* and *S*. *populi*, respectively, and stem cankers of hybrid poplars caused by *S*. *musiva*. Diseases caused by *S*. *musiva* were reported to reduce tree growth through premature defoliation during severe leaf spot infections [1–3]. Canker infections, caused by *S*. *musiva* are considered to be the most severe diseases in hybrid poplar plantations of North America [1–5]. Additionally, new and yet to be described species of Mycosphaerellaceae have been phylogenetically studied [6–8]. One of these non-described species, designated Ston1 was isolated from pycnidia emerging from leaf spots on *P*. *tremuloides* at Stoneham, Quebec, Canada, in 2003 ([6]; www.ncbi.nlm.nih.gov/biosample/SAMN02254960). Though not yet to be formally described, the genome of Ston1 was sequenced through the TAIGA (Tree Aggressors Identification using Genomic Approaches; www.taigaforesthealth.com) project and made publicly available (www.ncbi.nlm.nih.gov/genome/33152).

*Populus* spp. are an economically important group of tree species that are naturally distributed throughout the Northern Hemisphere. These trees have been traditional harvested for wood, pulp, paper and fuel. More recently, *Populus* spp. are being examined as a candidate source for new forms of bioenergy [9]. One species, *Populus trichocarpa*, serves as an important genetic model system for the study of trees [10] and was also the first tree species to have its genome sequenced [11].

The development of next-generation sequencing technologies such as Illumina, 454 Roche and Ion Proton provides excellent platforms for the study of gene expression through reverse-transcribed RNA sequencing (RNA-seq) [12]. RNA-seq has been used to study many biological systems in poplar, such as osmotic stress [13], wood development [14] and host-pathogen interactions. Detailed microarray and RNA-seq transcriptomic analysis have previously been reported on hybrid poplars infected with *Melampsora larici-populina* [15,16], *M*. *medusae* [15,17], and *Marssonina brunnea* [18] and in resistant and susceptible hybrids infected with *S*. *musiva* [19]. All of the reported transcriptomic studies focusing on host-pathogen interactions in poplar generated a wealth of information, including evidence on putative host defense genes and fungal virulence factors.

The study of the pathosystem between *Sphaerulina* and *Populus* could be established as a model system with many interesting and unique aspects. One such aspect is the study of molecular host-pathogen interactions during infection. To examine the basis of these interactions, we present a transcriptomic analysis of three *Populus* species during leaf infection by their co-evolved *Sphaerulina* pathogens. This approach differs from previous studies as it is not our goal to identify specific genes that allow a particular clone to be resistant to the pathogen, but instead to gain insight into the broad category of genes expressed in the different host species during infection. The specific interactions examined by RNA-seq are: *P*. *deltoides* infected with *S*. *musiva*, *P*. *balsamifera* infected with *S*. *populicola* and *P*. *tremuloides* infected Ston1.

## Material and Methods

### Plant and fungal material

Poplar stem sections were obtained on a public municipal park (Base de plein-air de Sainte-Foy, QC, Canada) with the permission of M. Jacques Grantham, director of the environment, Quebec City. These sampling activities did not involve endangered or protected species. Stem sections were taken from a single genotyped female tree of *P*. *deltoides* (BPSF– 073) and *P*. *balsamifera* (BPSF– 072) [20]. Clones were obtained by cutting stems into approximately 15-cm-long sections and placed in CleanStart Oasis Growing Medium No. 5015 (Oasis Grower Solutions, Kent, Ohio, USA). Cuttings were grown hydroponically with no nutrients or hormones added to the water in a greenhouse with light at 16 h day for 6 weeks. Rooted clones were then transferred to Pro-Mix BX (Premier Horticulture Inc., Rivière-du-Loup, Quebec, Canada) soil in 3 L pots and grown for a further 3 months before being transferred to growth chambers. Due to difficulty in obtaining a large number of evenly growing clones of *P*. *tremuloides* from root propagation, seeds from a single open pollinated female tree (#200010120) were obtained from the National Tree Seed Centre, Natural Resources Canada, Canadian Forest Service—Atlantic Forestry Centre, Fredericton, New Brunswick, Canada. Seeds were soaked in water for 24 h at 4°C prior to planting in high density trays filled with Pro-Mix BX. After 6 weeks, seedlings were transferred to 3 L pots and grown for a further 3 months in the greenhouse. The 5-month-old trees were transferred to Conviron growth chambers set at 22°C and 16 h light with a photosynthetic flux of 90–100 μmol m^-2^ s^-1^ and incubated for 4 weeks to reach a final age of 6 months.

One monosporal *Sphaerulina* isolate from each species was utilized. Isolates were prepared from spore suspensions stored in 25% glycerol at -80°C. All isolates were originally obtained from pycnidia emerging from leaf spots, but were collected at different locations and at different times: the *S*. *musiva* isolate (ND05.02) was originally obtained from a *P*. *deltoides* leaf in Notre-Dame du Nord, Quebec, Canada in 2002 [21]. *S*. *populicola* isolate 02.72A was isolated from *P*. *trichocarpa* in Marion County, Oregon, USA in 2002 [21] and the uncharacterized Ston1 isolate was obtained from leaf spots on *P*. *tremuloides* in Stoneham, Québec, Canada in 2003 [6]. All fungal isolates were confirmed to be members of their species by PCR-based detection [6,21]. To obtain conidia for foliar application, storage cultures were seeded to potato dextrose agar (PDA; Difco 213400) plates and grown at 22°C in the dark for 8 days. Conidia were harvested by flooding the plates (20 per isolate) with sterile distilled water, then filtered through 100-μl nylon mesh sterile Falcon® cell strainers (Fisher Scientific, Waltham, MA, USA), centrifuged at 4000 x *g* for 10 min, washed with 40 ml of sterile distilled water and resuspended in sterile distilled water to 1 x 10^5^ conidia L^-1^ prior to application.

### Experimental design and measurements

Eighteen clones for each tree species were prepared for experimentation. Trees from each species were separated into different growth chambers to prevent cross contamination by different *Sphaerulina* species. Using a Crown spray tool (North American Professional Products, Vaughan, Ontario, Canada), each tree was sprayed with 10 mL of atomized spore suspension (1 x 10^5^ conidia mL^-1^). Three trees from each species were sprayed with water to serve as controls. To further prevent spore cross contamination, inoculation of each species was done on separate days. The leaves from each tree were harvested following a timeline such that trees were only sampled once. The top three fully expanded leaves were excised, pooled and flash frozen in liquid nitrogen for storage prior to DNA and RNA extraction. Samples were taken 0, 1, 4, 8, 15 and 30 days after inoculation (DAI). All leaves on trees were monitored daily for signs of disease such as the occurrence of leaf spots, leaf abscission and plant height. Disease was scored based on a four-point scoring system for leaf spots on each tree prior to harvest, where 1 represents 1–5% of leaf area, 2 represents 6–30% of leaf area and 3 represents over 30% of leaf area. A score of 0 was assigned when no leaf disease symptoms were observed. Differences in plant height and in the number of leaves were statistically analyzed at 35 DAI by analysis of variance (ANOVA) and Tukey’s pair-wise HSD test with JMP 8.0 (SAS Institute Inc., Cary, North Carolina, USA).

### DNA and RNA extraction

Both DNA and RNA were extracted from the leaves following inoculation. DNA was used to track the growth of the fungi through quantitative PCR (qPCR), while RNA was used for transcriptome analysis and reverse transcript-qPCR (RT-qPCR). Leaves were homogenized in a liquid nitrogen chilled mortar and pestle, and were then stored at -80°C to be used for both RNA and DNA extraction. DNA was isolated from 100 mg of tissue for each sample using the DNeasy Plant Mini Kit (Qiagen, Toronto, Ontario, Canada). RNA was also isolated from 100 mg of tissue using the RNeasy Plant Mini Kit (Qiagen) with in-column RNase-Free DNase Set (Qiagen) treatment.

### Transcriptome sequencing

RNA was extracted from each tree sampled and assayed for quality with a 2100 Bioanalyzer (Agilent, Santa Clara, California, USA). All RNA samples had a ratio of absorbance at 260 and 280nm (A260/280) above 2.0 and no peaks indicating the presence of genomic DNA were detected. When further analyzed using a 2100 Bioanalyzer, all samples had a RNA integrity number (RIN) greater than 7. Libraries for sequencing were prepared by Brian Boyle at the Institut de biologie intégrative et des systèmes (IBIS) of Université de Laval, Quebec, Quebec, Canada. Each cDNA library was barcoded and six samples were pooled together. In total, six lanes of pooled samples were single-end sequenced using an Illumina HiSeq 2500 platform at the McGill University and Génome Québec Innovation Centre (Montreal, Quebec, Canada).

### RNA-seq pipeline

The sequencing libraries obtained from Génome Québec were analyzed using RobiNA software version 1.2.4 (build656) pipeline [22]. First, the data was quality checked for base call quality, homopolymers, kmer frequency, base call frequency and overrepresented sequences. Data was then trimmed by removing the adapter sequences, low quality reads as well as reads shorter than 20 base pairs. The data were then aligned separately to the *P*. *trichocarpa* V3.0 210 genome build using BOWTIE [23] set to a seed length of 28 base pairs allowing up to two mismatches. Unaligned reads were saved for further analysis. The mapped libraries were then analyzed for digital gene expression (DGE) using edgeR [24] with a Benjamini—Hochberg correction and false discovery rate (FDR) threshold of 0.05.

Gene annotations for significantly expressed poplar genes with a log2 fold change > 1/-1 were obtained from the *P*. *trichocarpa* V3.0 210 peptide data set. Significantly expressed poplar genes were functionally annotated using BLAST2GO version 2.8 [25]. Fisher’s exact test was performed on a list of significantly differentially expressed genes at each time point with a log2 fold changes > 2.0. GO terms were screened to generate the most specific terms with a FDR < 0.05. Benjamini-Hochberg multiple testing correction of FDR was also performed. MapMan version 3.5.1 was used to display differentially expressed poplar genes (log2 fold change > 1/-1) according to their metabolic pathways. [26]. The Wilcoxon rank sum test was used to identify groups of genes in specific functional bins whose gene expression had greater variation then the entire dataset [26].

Raw RNA-seq files as well as read count and digital gene expression analysis matrixes for *P*. *trichocarpa* primary genes are publicly available on NCBI Gene Expression Omnibus (GEO) (accession number: GSE67697).

### Quantitative PCR

To determine the relative abundance of fungal DNA within the leaf samples, DNA was extracted from the leaves of inoculated plants and qPCR was used to amplify and determine the abundance of the actin-1 fungal gene (*S*. *musiva* transcript 147624, *S*. *populicola* transcript 133327 and Ston1 NCBI genome: 33152, Contig00301:46340–46570) relative to poplar α-tubulin-1 gene (Potri.002G111900.1). The Ston1 actin-1 gene was identified as the top BLASTN match to *S*. *musiva* transcript 147624. Differences in relative fungal abundance between time points was statistically analyzed by ANOVA and Tukey’s pair-wise HSD test.

RT-qPCR was used to validate the expression profile of 13 poplar genes identified by the RNA-seq analyses. Ten genes with induced expression in one or more of the host-pathogen systems following inoculation were chosen, while three genes with stable expression were chosen to represent non-induced reference genes. Prior to RT-qPCR, cDNA libraries were generated from each RNA sample using the QuantiTect Reverse Transcription Kit (Qiagen).

Primers were designed using the Oligo Analyzer/Oligo Explorer program (http://www.genelink.com/tools/gl-oe.asp). Annealing temperature (Tm) values were set at 65°C using the following parameters: 50 mM NaCl concentration and 250 pM DNA. No template control reactions were run on the primer pairs to detect dimer formation. A list of primers used in this study is shown in S1 Table.

Gene expression was analyzed for each of the sample using the Light Cycler 480 (Roche). All reactions were performed in a final volume of 10 μl and contained 1X QuantiTect SYBR® Green PCR Master Mix (Qiagen), 0.5 μM of each primer, and 1 μl of template DNA, which is equivalent to 10 ng of total RNA. PCR thermocycling conditions were set at 95°C for 15 min, 50 cycles at 95°C for 15 sec, 58°C for 30 sec, and 65°C for 90 sec. Fluorescent readings were taken at the end of each cycle, and the specificity of amplification as well as the absence of primer dimers were confirmed with a melting curve analysis at the end of each reaction. To correct for technical variation in RNA extraction, total RNA quantification, reverse transcription, and RT-qPCR reactions as well as biological variation expression data were normalized against the geometric mean of three reference genes, UBi 10 (Potri.014G115100.1), Eif 4 (Potri.006G225700.1), and MKK 2 (Potri.018G050800.1), by geNORM VBA applet for Microsoft Excel (http://medgen.ugent.be/jvdesomp/genorm) [27]. For all experiments, fold change is expressed as treatment relative to the control calculated using the 2^-ΔΔCt^ method [28]. Standard deviation related to the biological variation within one line was calculated in accordance with error propagation rules. Statistical analysis of gene expression between 1 and 15 DAI was conducted using Student’s paired t-test at p < 0.05.

## Results

RNA-seq was successfully used to associate disease symptoms with molecular plant responses. Large differences were observed between the different plant pathogen interactions regarding the rate of disease development, observed phenotypes during infection and molecular pathways significantly regulated during infection.

### Disease development

Leaf spots developed in all poplar-*Sphaerulina* pathosystems, but with distinct temporal and spatial patterns within individual trees and between tree host species. Leaf spots occurred earlier and more severely on lower, more mature leaves after inoculation. During inoculation, stems were also coated in atomized conidia; however, no stem disease was observed in any pathosystem. The level of disease severity between the pathosystems was different. Fig 1 shows both healthy non-inoculated leaf and an infected leaf 30 DAI. The occurence of first disease symptoms varied between pathosystems. In *P*. *deltoides*, leaf spots were first observed 14 DAI as minute localized discolouration of the epidermis on the adaxial leaf surface. In *P*. *balsamifera* and *P*. *tremuloides*, the visual symptoms appeared earlier, at 8 and 9 DAI, respectively. The disease severity scores were relatively low for *P*. *deltoides* with 1 and *P*. *tremuloides* with 2. Leaf spot symptoms were much greater in *P*. *balsamifera* and disease severity scores reached the maximum on the four-point scale (Fig 2). Pathogen growth was quantified by qPCR using genomic DNA extracted from infected leaves (Fig 2). In *P*. *deltoides* and *P*. *tremuloides*, the amount of fungal DNA significantly decreased from the initial spore application at later time points (Fig 2). In *P*. *balsamifera*, pathogen growth did not significantly increase from 1 to 15 DAI, but significantly increased by 30 DAI (Fig 2).

**Fig 1:**
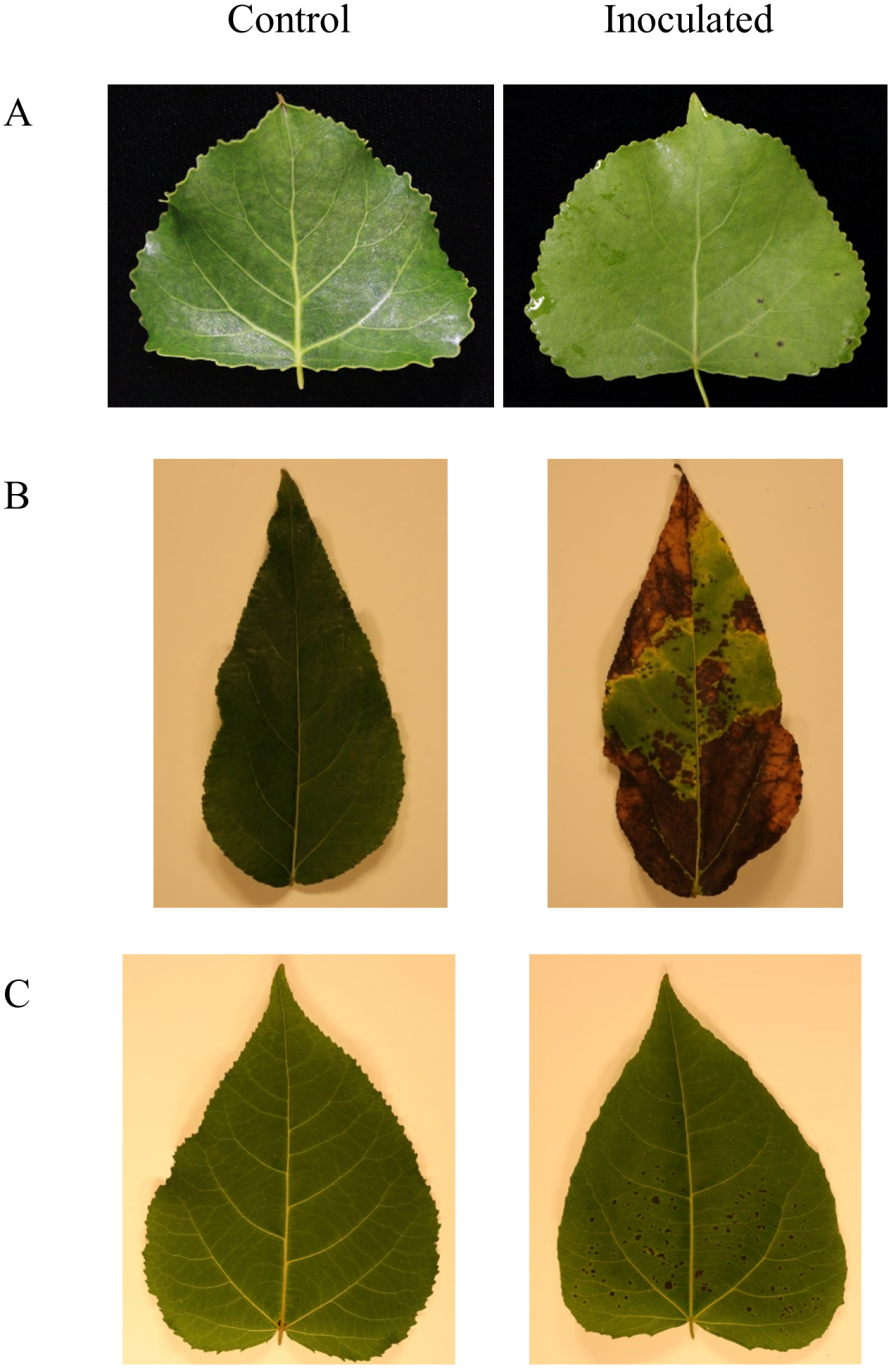
Control and inoculated leaves at 30 DAI. Pictures show the adaxial surface of a fourth fully expanded leaf at time of inoculation. (A) *P*. *deltoides* inoculated with *S*. *musiva*. (B) *P*. *balsamifera* inoculated with *S*. *populicola*. (C) *P*. *tremuloides* inoculated with Ston1.

**Fig 2:**
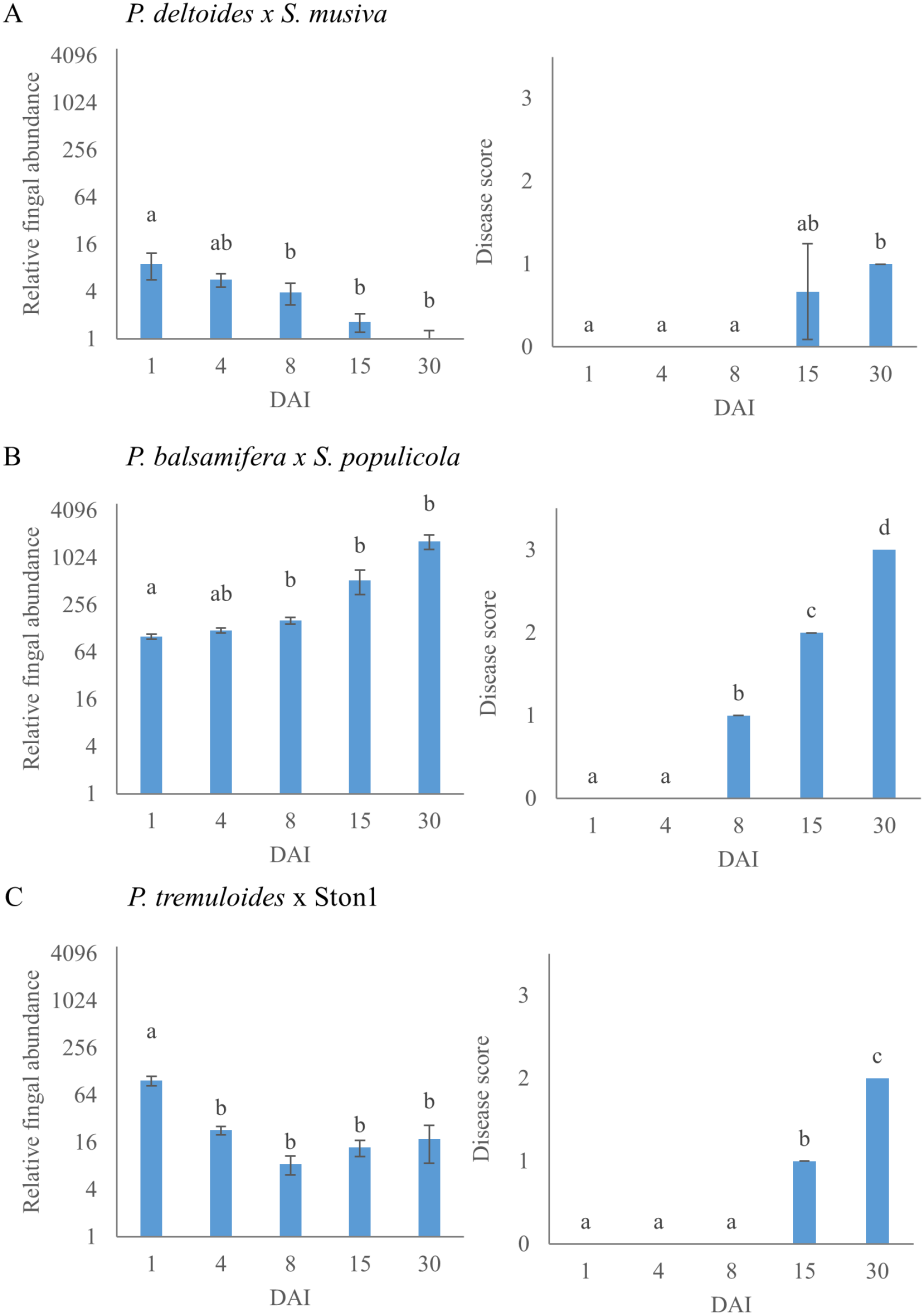
Pathogen relative fungal abundance and disease severity scores in each pathosystem. (A) *P*. *deltoides* inoculated with *S*. *musiva*. (B) *P*. *balsamifera* inoculated with *S*. *populicola*. (C) *P*. *tremuloides* inoculated with Ston1. Fungal DNA abundance relative to plant DNA measured by qPCR shown in log scale. Each data point represents the mean value of 3 samples. Bars with the same letter are not significant at p < 0.05 using ANOVA and Tukey’s HSD test.

The lowest leaves on all inoculated *P*. *balsamifera* clones began to abscise at 20 DAI, which was 12 days after appearance of the first leaf spots. By 35 DAI, the majority of leaves on the inoculated plants had abscised (Fig 3A). At 35 DAI, there was a significant difference in the number of leaves in the control vs inoculated plants (Fig 3B). No significant leaf abscission was observed in the other two pathosystems. No statistical differences in plant height at 35 DAI were detected between inoculated and controls plants in all tree species (Fig 3C). Leaf abscission appears to have had no effect on plant growth, but this may be due to the short nature of this 35 day study. The timing of leaf harvest had no significant effect on leaf number or plant height at 35 DAI.

**Fig 3:**
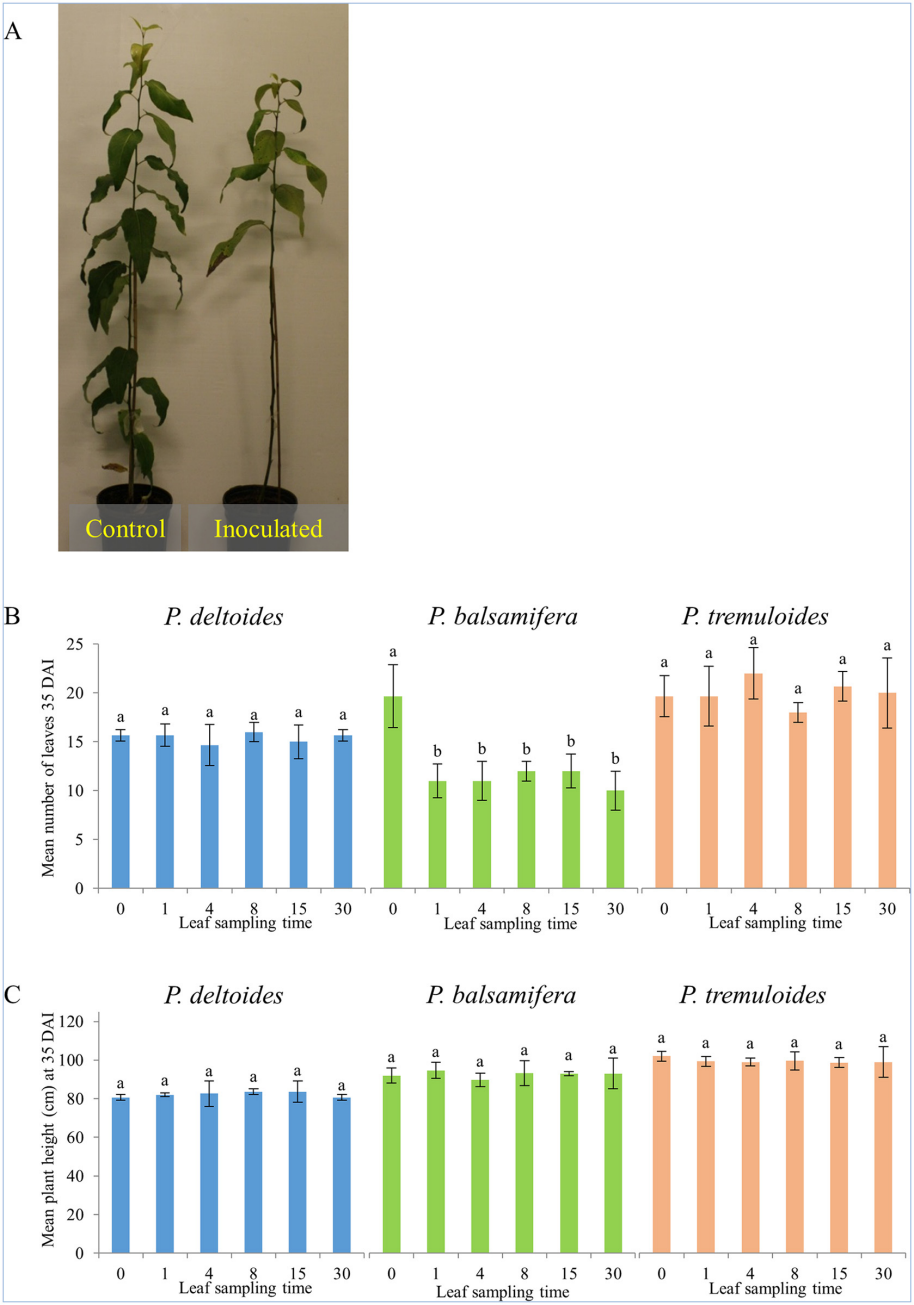
Leaf abscission in *P*. *balsamifera* in response to inoculation with *S*. *populicola* at 35 DAI. (A) Control and inoculated trees at 35 DAI. (B) Number of leaves of control and inoculated trees at 35 DAI grouped by leaf harvest time point. (C) Plant height of control and inoculated trees at 35 DAI grouped by leaf harvest time point. Mock indicates non-inoculated control trees at 0 DAI. Error bars show standard deviation. Bars with the same letter are not significant at p < 0.05 using ANOVA and Tukey’s HSD test.

### Mapping statistics of transcriptome analysis

In total, over 100 billion base pair (bp) of sequenced information in 1.06 billion 100 bp reads was obtained from all combined libraries (Table 1). 

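The libraries hold leaf RNA from 36 trees, 12 of each species, with 3 trees per species in each of 4 groups: mock-inoculated at 0 DAI and inoculated at 1, 4 and 15 DAI. Each tree was sampled once, its top 3 leaves were pooled, and the 3 mock trees of a species are the control for all its later time points. No mock-inoculated tree was sampled after 0 DAI, so days under the inoculation conditions are part of every difference from mock. Each species met its own pathogen on its own day in its own chamber, and *P*. *tremuloides* was raised from seed while the other species were clones. Single-end RNA-seq reads were trimmed, mapped to the *P*. *trichocarpa* genome and counted per gene model by the authors, and their deposited table of raw counts per gene model was the starting point here. Genes with too few reads were dropped per species, libraries were scaled by TMM, and each time point was compared with mock in edgeR with 12 libraries in the fit. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Expression of named genes is given as CPM, reads of a gene relative to all counted reads of its library. Counted reads per library ran from 627437 to 30489265, with a median of 14500408. In *P*. *deltoides* the group medians (ranges, n = 3) were 16898380 (14446381 to 30489265) in mock trees, 16454036 (13074008 to 19827993) at 1 DAI, 24259811 (12562000 to 24969569) at 4 DAI and 15855110 (11022332 to 20826743) at 15 DAI. In *P*. *balsamifera* they were 12767135 (12252901 to 21646781) in mock trees, 14748762 (13663622 to 15174472) at 1 DAI, 15847347 (14432591 to 17823687) at 4 DAI and 15377646 (14554436 to 24890378) at 15 DAI. In *P*. *tremuloides* they were 18534589 (7680506 to 19322139) in mock trees, 13612097 (11294687 to 14330549) at 1 DAI, 5282296 (4727899 to 7471404) at 4 DAI and 8699542 (627437 to 14130990) at 15 DAI, so the later groups of this species had fewer reads than its mock group.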

Each individual library ranged from 9.5–46 million reads. These reads were mapped to the *P*. *trichocarpa* genome version 3. Summary mapping statistics for each time point in each pathosystem are summarized in Table 1, and each individual library is shown in S2 Table. A significant difference in read mapping was observed between pairwise analyses of read mapping from each poplar species. Reads generated from *P*. *balsamifera* had the highest percentage of mapping to the poplar genome at 55.5%, followed by 53.5% for *P*. *deltoides* and 42.6% for *P*. *tremuloides*. 

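Per library, the reads counted in poplar gene models were 55.5 ± 0.925% (SD, n = 12) of the paper's raw reads in *P*. *balsamifera*, 54.2 ± 0.501% in *P*. *deltoides* and 42.5 ± 15.2% in *P*. *tremuloides*. Without *P*. *tremuloides* 4 DAI replicate 3 and 15 DAI replicate 1, the share in *P*. *tremuloides* was 48.8 ± 2.26% (n = 10). The difference of *P*. *deltoides* minus *P*. *balsamifera* was -1.32 points (permutation test, adjusted p = 0.000140). The differences of *P*. *deltoides* minus *P*. *tremuloides* and of *P*. *balsamifera* minus *P*. *tremuloides* were 11.7 and 13.0 points, with an adjusted permutation p = 3e-05 each. With n = 10 for *P*. *tremuloides* they were 5.40 and 6.72 points, at the same p. The origin of the reads outside gene models was not analysed here.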

As expected, read mapping percentage was highest with the closest related poplar species, *P*. *balsamifera* and lowest with the more distantly related species to *P*. *trichocarpa* [29]. 

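Over the 12 pairs of replicate libraries of a species, the mean correlation of log2 CPM was highest in *P*. *balsamifera*, at 0.990 (range 0.980 to 0.994). In *P*. *deltoides* it was 0.987 (0.959 to 0.996) and in *P*. *tremuloides* 0.825 (0.351 to 0.980), where without 4 DAI replicate 3 and 15 DAI replicate 1 the mean of 8 pairs was 0.971 and the lowest 0.947. The mock trees of *P*. *deltoides* were less alike (mean 0.974) than its trees at 1, 4 and 15 DAI (0.992, 0.993 and 0.991). Its mock replicate 1 correlated at 0.9592 and 0.9706 with mock replicates 2 and 3, which correlated at 0.9929 with each other. By group, *P*. *balsamifera* had 0.9845 in mock trees and 0.9916, 0.992 and 0.9918 at 1, 4 and 15 DAI. At 1 and 4 DAI the trees of *P*. *deltoides* were thus slightly more alike (0.9921 and 0.9929). In *P*. *tremuloides* the means at 4 and 15 DAI were 0.790 and 0.561, beside 0.974 in mock trees and 0.974 at 1 DAI. The biological coefficient of variation in edgeR was 0.162 in *P*. *balsamifera*, 0.204 in *P*. *deltoides* and 0.718 in *P*. *tremuloides*. Differences between species in this spread were not tested.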

Mapping variation between biological replicates in each pathosystem is shown in S1 Fig, where the lowest variation between biological replicates at each time point was observed in *P*. *balsamifera*. An average of 24947 ± 720 transcripts were mapped with a minimum sum of 10 reads from replicates for all species and time points with no significant variation in the number of genes. 

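With a minimum of 10 reads summed over the 3 trees of a group, 24951 ± 715 genes (SD, n = 12 groups) were detected, from 23395 to 25700. The list members detected differed by species. Of the 37 defence genes of the paper, 21 had enough reads to be tested in *P*. *deltoides*, 24 in *P*. *balsamifera* and 26 in *P*. *tremuloides*. Of the 15 Kunitz trypsin inhibitors, 5, 9 and 9 were tested in these species, and of the 8 senescence genes 7, 7 and 3. The class I chitinase Potri.004G182100 had 0 reads in the mock trees of *P*. *deltoides* and *P*. *balsamifera*, beside 29 in those of *P*. *tremuloides*. Both beta-glucosidase genes had 0 reads in mock *P*. *tremuloides*. Whether detection of these genes differs between species was not tested.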

The poplar genome is known to be highly heterozygous [30], and these variations could also have an effect on read mapping.

**Table 1:** Statistical summary of read mapping to the *P*. *trichocarpa* genome.

Plant	Fungus	DAI	Total reads	Mapped	% Mapped	# genes^a^
*P*. *deltoides*	*S*. *musiva*	0	114054743	61834026	54.20%	25226
*P*. *deltoides*	*S*. *musiva*	1	92102107	49356037	53.60%	24274
*P*. *deltoides*	*S*. *musiva*	4	113588213	61791380	54.40%	24815
*P*. *deltoides*	*S*. *musiva*	15	87570660	45512697	52.00%	24119
*P*. *balsamifera*	*S*. *populicola*	0	82163878	46666817	56.80%	25228
*P*. *balsamifera*	*S*. *populicola*	1	78255302	43586856	55.70%	24772
*P*. *balsamifera*	*S*. *populicola*	4	87779536	48103625	54.80%	25685
*P*. *balsamifera*	*S*. *populicola*	15	100033038	54822460	54.80%	25694
*P*. *tremuloides*	Ston1	0	90444097	45537234	50.30%	25573
*P*. *tremuloides*	Ston1	1	81965142	39237333	47.90%	25543
*P*. *tremuloides*	Ston1	4	57930670	22544200	38.90%	23366
*P*. *tremuloides*	Ston1	15	73764072	24634259	33.40%	25072

^a^Total number of genes identified with a minimum sum of 10 reads between biological replicates.

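In the deposited counts, *P*. *tremuloides* 4 DAI replicate 3 and 15 DAI replicate 1 stand apart from the other libraries. Reads counted in gene models were 19.7% and 2.62% of their raw reads, while the other 10 *P*. *tremuloides* libraries had 43.9 to 51.9%. The 10 genes with the most reads took 13.6% and 16.3% of their counts. The NAC gene Potri.010G166200, of a transcription factor family known in leaf senescence, had 28 reads in the 3 trees at 15 DAI and 1 in mock trees. Genes with few reads in the other *P*. *tremuloides* trees reach high CPM values in 15 DAI replicate 1, as for the laccase Potri.008G064000 (44.6 ± 77.3 CPM, SD, n = 3).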

Two individual libraries from *P*. *tremuloides* had poor read mapping statistics, with only 33.1% and 7.5% of reads successfully mapping at 4 DAI and 15 DAI, respectively. These two libraries both had consistent base quality scores above 30 for the majority of reads; however, a kmer enrichment test revealed different conserved 5 bp sequences present at multiple locations reaching an enrichment factor up to 10%. Due to this, potential library construction or sequencing error resulted in 40% and 80% of the reads in one sample at 4 DAI and 15 DAI to be excluded from mapping. Despite the reduction of raw reads, 12 million and 1.8 million reads were still successfully and accurately mapped. These datasets were included in the downstream statistical analysis, though this resulted in a decreased confidence in gene detection due to the substantially variation in read depth (S2 Table).

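The deposited counts of *P*. *tremuloides* 4 DAI replicate 3 sum to 7471404 reads and those of 15 DAI replicate 1 to 627437. Expression of genes tested in this species rests on these libraries as 1 of 3 trees at 4 and at 15 DAI. The sesquiterpene synthase Potri.011G031800 was at 18.3 ± 8.70 CPM (SD, n = 3) at 4 DAI beside 18.4 ± 3.38 CPM in mock trees (log2 fold change -0.01, SE 0.69, adjusted p = 1). For the WRKY gene Potri.004G007500 the values were 8.32 ± 7.34 and 6.02 ± 1.49 CPM (log2 fold change 0.47, SE 1.11, adjusted p = 1). At the depth of the smaller library, 7527 genes reached 10 reads in 4 DAI replicate 3 and 9643 in 15 DAI replicate 1. The other 10 *P*. *tremuloides* libraries had 10508 to 11715 such genes at that depth.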

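Including the libraries changes what can be called in *P*. *tremuloides*. At 15 DAI the stay-green gene Potri.001G112600, which acts in chlorophyll breakdown, had a log2 fold change of 2.26 (SE 0.66, adjusted p = 0.0784) with n = 3 in the edgeR fit. Without 4 DAI replicate 3 and 15 DAI replicate 1 it was 1.84 (adjusted p = 0.00205, n = 2). The WRKY75 gene Potri.003G169100 had 2.85 (SE 0.84, adjusted p = 0.0794) with all libraries and 2.90 (adjusted p = 0.000222, n = 2) without them. In all, 694 genes were called at 15 DAI with these libraries and 7957 without, while the quasi-likelihood test called 0 at 1 and 4 DAI either way (DESeq2 39 and 49 with them). With only the 6 libraries compared in the fit, the quasi-likelihood test called 168 at 1 DAI. In simulated counts, 0 of 100 genes with a log2 change of 2 were recovered with all *P*. *tremuloides* libraries and 58 without the poor ones, beside 84 in *P*. *deltoides* and 93 in *P*. *balsamifera*. The simulation gave each gene the same spread in every library, the poor ones included in its estimate. The 0 is thus not the power of the real fit, which called 694 genes.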

### Differential gene expression analysis

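At 15 DAI the change from mock differed between species for some genes the paper names. Potri.006G251700, annotated as overexpressor of cationic peroxidase, rose from 6.53 ± 1.80 to 34.4 ± 3.61 CPM (SD, n = 3) in *P*. *balsamifera*, while in *P*. *deltoides* its log2 fold change was -0.13 (SE 0.09, adjusted p = 0.304). The difference in log2 change was -2.53 (SE 0.42, adjusted p = 0.000982) for *P*. *deltoides* minus *P*. *balsamifera*. The RNA-binding protein gene Potri.006G127200 and the salt tolerance-like gene Potri.011G105400 differed between *P*. *balsamifera* and *P*. *tremuloides*, by 3.17 (SE 0.67, adjusted p = 0.00270) and 3.60 (SE 0.81, adjusted p = 0.00461). Potri.005G072000, an avr9/Cf-9 rapidly elicited protein gene, differed the other way, by -3.53 (SE 0.72, adjusted p = 0.00209) for *P*. *balsamifera* minus *P*. *tremuloides* and -3.32 (SE 0.75, adjusted p = 0.00795) for *P*. *deltoides* minus *P*. *tremuloides*. Over all 26980 genes in an edgeR fit of 36 libraries, the change differed for 139 genes between *P*. *deltoides* and *P*. *balsamifera*. Of these, 84 had estimates of opposite sign in the species fits, whether or not they were called there. The change differed for 2305 genes between *P*. *deltoides* and *P*. *tremuloides* (990 opposite in this sense) and for 3124 between *P*. *balsamifera* and *P*. *tremuloides* (1718 opposite). Leaving out the poor *P*. *tremuloides* libraries, for the first contrast an alternative chosen after seeing the data, gave 2195, 6084 and 8361, and DESeq2 gave 678, 5203 and 6313. Leaving out 1 library at a time gave 66 to 586, 1054 to 4336 and 1780 to 5678; species, pathogen, chamber and inoculation day change together in each contrast.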

Species and time specific sets of genes are differentially expressed in each pathosystem. In total, over 5000 poplar genes were identified with differential expression between inoculated and healthy tissues. 

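Over the 9 comparisons with mock, 14384 genes changed at least once: 4498 in *P*. *deltoides*, 12617 in *P*. *balsamifera* and 694 in *P*. *tremuloides*. Of these, 6282 had a log2 fold change over 1 in size in a comparison where they were called. The paper does not name its edgeR test or say which libraries shared a fit, so its total and this one may rest on unlike settings. Among the largest rises in *P*. *deltoides* was that of Potri.005G176100, from 0.465 ± 0.288 to 12.7 ± 0.453 CPM at 15 DAI (SD, n = 3), a log2 fold change of 4.75 (SE 0.67, adjusted p = 0.00179). Potri.005G181600 rose there from 4.26 ± 1.61 to 46.5 ± 8.37 CPM, by 3.48 (SE 0.41, adjusted p = 0.00104). Potri.018G025900 fell in *P*. *deltoides* from 240.0 ± 379.8 to 0.920 ± 0.895 CPM (log2 fold change -8.28, SE 1.87, adjusted p = 0.0129); the SD in mock trees exceeds the mean. Without the poor *P*. *tremuloides* libraries the total was 17211 genes, 10257 of them over 1, because *P*. *tremuloides* then gave 7957. The 3 comparisons of a species share their mock trees and are not independent.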

Contrasts for poplar gene mapping were conducted between non-inoculated healthy plants and infected plants at 1, 4 and 15 DAI. The Venn diagrams shown in S2 and S3 Figs demonstrate the unique and shared differentially expressed genes at each time point and between each pathosystem. 

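At 15 DAI, Potri.008G101000 rose in *P*. *balsamifera* from 0.495 ± 0.784 to 27.6 ± 0.0373 CPM (SD, n = 3), a log2 fold change of 5.43 (SE 0.70, adjusted p = 8.59e-05). Potri.016G129600 fell there from 53.0 ± 27.1 to 0.458 ± 0.400 CPM (log2 fold change -7.03, SE 0.82, adjusted p = 4.42e-05). In *P*. *tremuloides*, Potri.015G133800 went from 98.2 ± 5.80 to 0.603 ± 1.04 CPM, with 1 read left in 3 trees (adjusted p = 0.00124). At this time 1865 genes were higher and 2633 lower than mock in *P*. *deltoides*, of 22400 tested, with median log2 changes of 0.56 and -0.85. In *P*. *balsamifera* 5189 were higher and 5184 lower of 23262, with medians of 0.81 and -0.94. In *P*. *tremuloides* 192 were higher and 502 lower of 23405, and 3590 and 4367 of 24318 without the poor libraries. The change from 1 to 15 DAI, tested in the same edgeR fits, passed for 3035 genes in *P*. *deltoides*, 1596 in *P*. *balsamifera* and 538 in *P*. *tremuloides*. These counts ran from 1413 to 4722, 451 to 2446 and 103 to 2135 with 1 library left out, and without the poor libraries *P*. *tremuloides* gave 7160. Of the *P*. *tremuloides* genes called at 15 DAI 27.7% were higher, 33.5% with RLE size factors, 47.0% with the exact test and 58.4% with DESeq2. The median log2 change of all genes was 0.05, and 0.20 with RLE and 0.23 with DESeq2. Leaving out 15 DAI replicate 1 or replicate 3 of *P*. *deltoides* gave 2298 and 1849 called genes, and the *P*. *tremuloides* count ran from 164 to 2663 when 1 library was left out. With only the 6 libraries compared, 1115 genes were called in *P*. *deltoides* and 379 in *P*. *tremuloides*. Likelihood-ratio and exact tests over 36 libraries, chosen after seeing the data, called 1274 and 826 in *P*. *deltoides* and 9764 and 8461 in *P*. *tremuloides*.

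**Figure D1:**
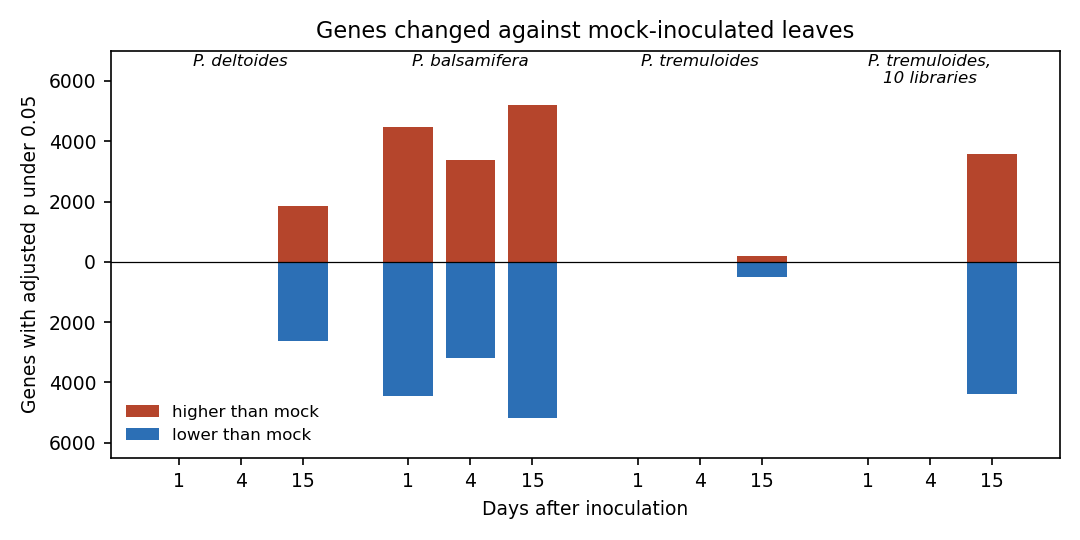
Genes higher (red) and lower (blue) than mock at 1, 4 and 15 DAI in *P*. *deltoides*, *P*. *balsamifera* and *P*. *tremuloides*, and in *P*. *tremuloides* with 10 libraries, without 4 DAI replicate 3 and 15 DAI replicate 1. Genes with an adjusted p under 0.05 in edgeR, n = 3 trees per group (2 at 4 and 15 DAI with 10 libraries).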

In all poplar species, the number of observed differentially expressed genes was higher later during infection (S3 Fig). The number of differentially expressed genes identified was higher at 4 DAI than at 1 DAI in *P*. *tremuloides*; however, in the other two plant species, there were fewer differentially expressed genes observed at this midpoint. 

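In *P*. *balsamifera* many genes differed from mock from the first day: 4455 were higher and 4447 lower at 1 DAI, and 3362 and 3196 at 4 DAI. Mock trees were sampled at 0 DAI only, so the time since that harvest is part of these differences and cannot be told apart from inoculation. The MLO-like gene Potri.004G050000, of a family first known from mildew susceptibility, rose from 1.40 ± 0.322 to 18.1 ± 3.59 CPM at 1 DAI (SD, n = 3; log2 fold change 3.67, SE 0.36, adjusted p = 1.31e-05) and was at 10.1 ± 0.761 CPM at 4 DAI (log2 fold change 2.83, SE 0.36, adjusted p = 0.000189). Potri.010G152000 fell from 11.8 ± 9.63 to 0.187 ± 0.113 CPM at 1 DAI, a log2 fold change of -5.92 (SE 1.03, adjusted p = 0.000856), and was at 0.463 ± 0.0751 CPM at 4 DAI (log2 fold change -4.63, SE 0.89, adjusted p = 0.00250). In *P*. *deltoides* the class V chitinase Potri.006G188300 was at 1.59 ± 0.745 CPM at 4 DAI and 0.295 ± 0.0105 CPM in mock trees (log2 fold change 2.39, SE 0.54, adjusted p = 0.133). By edgeR quasi-likelihood tests, 0 genes passed at 1 and at 4 DAI in *P*. *deltoides*, with 2642 and 2845 genes at an unadjusted p under 0.05. DESeq2 gave 309 and 327 and the edgeR exact test 200 and 218. For *P*. *tremuloides* 0 genes passed at either time, with 310 and 1000 at an unadjusted p under 0.05, 39 and 49 in DESeq2 and 0 by the exact test. With only the 6 libraries compared in the fit, 168 genes passed in *P*. *tremuloides* at 1 DAI. Without the poor libraries 0 passed in *P*. *tremuloides*, with 2857 and 2754 at an unadjusted p under 0.05. Leaving out mock replicate 2 gave 170 and 350 called genes in *P*. *deltoides*. The change from 1 to 4 DAI was not tested.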

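In *P*. *balsamifera* 2 genes with large rises at 1 DAI were also called higher at 4 and 15 DAI. Potri.008G135200 was at 0.580 ± 0.278 CPM in mock trees and at 53.2 ± 15.1, 13.4 ± 1.88 and 42.3 ± 11.1 CPM at 1, 4 and 15 DAI (SD, n = 3), log2 fold changes of 6.45, 4.46 and 6.12 with adjusted p of 2.29e-07, 9.81e-06 and 3.02e-07. Potri.004G020500 went from 17.6 ± 3.26 to 814 ± 280.5, 307 ± 49.4 and 558 ± 68.5 CPM, by 5.53, 4.12 and 4.98. In all 3 trees of each time both were above all mock trees. Between 1 and 15 DAI, 3437 genes were higher and 3499 lower at both times, where 994 and 991 would be shared if calls were independent; 13 and 8 turned direction. Between 1 and 4 DAI 2780 higher and 2585 lower genes were shared, and between 4 and 15 DAI 3078 and 2894. In *P*. *deltoides* and *P*. *tremuloides* the quasi-likelihood test called genes at 15 DAI only, so sharing between times is not given for them. All times share the mock trees. In simulated *P*. *balsamifera* counts without any effect, the changes at 1 and 15 DAI correlated at r = 0.510 with a covariance of 0.0421, beside 0.842 and 0.715 in the data. The simulated times shared 0 genes, but few genes can be called without an effect, so this does not measure sharing through the controls. The simulation also leaves out any difference of the mock harvest from all later ones. Part of the excess over the independent expectation may come from the shared controls.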

At 15 DAI, over 1000 upregulated and downregulated genes were identified at each time point and significantly regulated genes were shared between different time points. 

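The osmotin gene Potri.001G107600, of a family of antifungal pathogenesis-related proteins, was higher than mock in each species at 15 DAI. It rose from 4.99 ± 1.57 to 21.6 ± 12.5 CPM in *P*. *deltoides* (SD, n = 3; log2 fold change 2.10, SE 0.45, adjusted p = 0.0105) and from 8.16 ± 2.02 to 38.3 ± 12.1 CPM in *P*. *balsamifera* (log2 fold change 2.25, SE 0.27, adjusted p = 4.96e-05), in all 3 trees of each. For *P*. *tremuloides* it rose from 0.998 ± 0.816 to 16.1 ± 12.5 CPM (log2 fold change 4.09, SE 1.00, adjusted p = 0.0446) in 2 of 3 trees, a call lost without any one of 10 libraries and kept at an adjusted p = 0.000302 without the poor ones. Of 19824 genes tested in all species, 32 were higher and 96 lower in all 3 at 15 DAI, where independent calls would give 3.00 and 8.07. *P*. *deltoides* and *P*. *balsamifera* shared 737 higher genes (odds ratio 3.01, exact Fisher p = 3.42e-92) and 1350 lower genes (5.58, p = 2.23e-311). *P*. *deltoides* and *P*. *tremuloides* shared 43 and 129 (odds ratios 4.15 and 6.06), and *P*. *balsamifera* and *P*. *tremuloides* 93 and 198 (5.08 and 7.75). Without the poor libraries 349 genes were higher and 649 lower in all species, and the total of both directions was 9 with only the 6 libraries compared, 28 with the replicate block and 36 to 400 with 1 library left out, beside 128. At 1 and 4 DAI the quasi-likelihood test called 0 genes in *P*. *deltoides* and *P*. *tremuloides* (DESeq2 309 and 327 in *P*. *deltoides* and 39 and 49 in *P*. *tremuloides*), so sharing is given for 15 DAI only. With only the 6 libraries compared, it called 168 in *P*. *tremuloides* at 1 DAI. Fisher's test takes genes as independent, which makes its p too small.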

A number of genes were commonly differentially expressed between host species at various time points (S3 Fig).

### Functional annotation of differentially expressed genes

Different functionally annotated genes and gene families were expressed at different time points between the three pathosystems. Pathway analysis focused on the examination of secondary metabolic pathways to assess the major host defensive responses. MapMan graphical secondary metabolic pathway was used to assess the plant response to fungal inoculation (Table 2). Wilcoxon rank sum test was used to identify significantly regulated pathways at each time point. Gene expression data for each significantly regulated pathway are shown in the heat maps of Fig 4 for each species, where each box represents a gene annotating to the specific bin ID to the given pathway. Only genes that annotated to MapMan secondary metabolite bins are shown and only a representative fraction of lignin biosynthesis genes are shown. Overall, genes involved with anthocyanin and simple phenol biosynthesis are generally downregulated, while genes of the terpenoid, lignin or flavonoid biosynthesis are generally upregulated. In *P*. *deltoides*, which showed the lowest level of leaf spot infection, the significant regulation in simple phenol biosynthesis pathways was the only observed change occurring before leaf spot emergence. After leaf spot formation at 15 DAI, genes involved in lignin biosynthesis were observed (Table 2).

**Table 2:** Differentially expressed secondary metabolism pathways between control and inoculated poplar trees during infection with *Sphaerulina* spp.

		*P*. *tremuloides* x Ston1			*P*. *balsamifera* x *S*. *populicola*			*P*. *deltoides* x *S*. *musiva*		
Secondary Metabolism Pathway	MapMan bin	1 DAI	4 DAI	15 DAI	1 DAI	4 DAI	15 DAI	1 DAI	4 DAI	15 DAI
Shikimate pathway	13.1.6.1	**0.10**	0.20	0.35	0.25	0.73	0.25	0.70	0.23	0.95
Mevalonate pathway	16.1.2	**0.09**	0.66	**0.08**	0.25	0.21	0.13	0.11	0.25	**0.09**
Terpenoid biosynthesis	16.1.5	**0.02**	0.72	0.88	0.15	**0.08**	**2.5E-03**	0.64	0.71	0.64
Simple phenols	16.10	0.31	0.11	0.82	0.15	0.27	0.11	**9.9E-04**	**0.01**	**0.08**
Phenylpropanoids	16.2	0.16	0.93	0.92	**0.05**	0.80	0.58	1.00	0.63	0.58
Lignin biosynthesis	16.2.1	0.49	0.72	0.66	0.23	0.93	0.95	0.75	0.76	**0.01**
Sulfur-compound biosynthesis	16.5.99	0.46	0.92	**0.03**	0.88	0.88	0.91	0.83	0.57	0.86
Flavonoid anthocyanins	16.8.1	0.36	0.71	**0.07**	**0.01**	0.34	**0.06**	0.67	0.44	0.58
Flavonoids chalcones	16.8.2	0.13	0.29	0.97	0.99	**0.09**	0.25	0.74	0.69	0.67
Flavonoids dihydroflavonols	16.8.3	**0.01**	0.61	0.89	0.65	0.56	0.74	0.83	0.96	0.74

Analysis performed using Wilcoxon rank sum test with Benjamini-Hochberg correction at p < 0.1. DAI = days after inoculation; P-values in bold are significant at p ≤ 0.1

**Fig 4:**
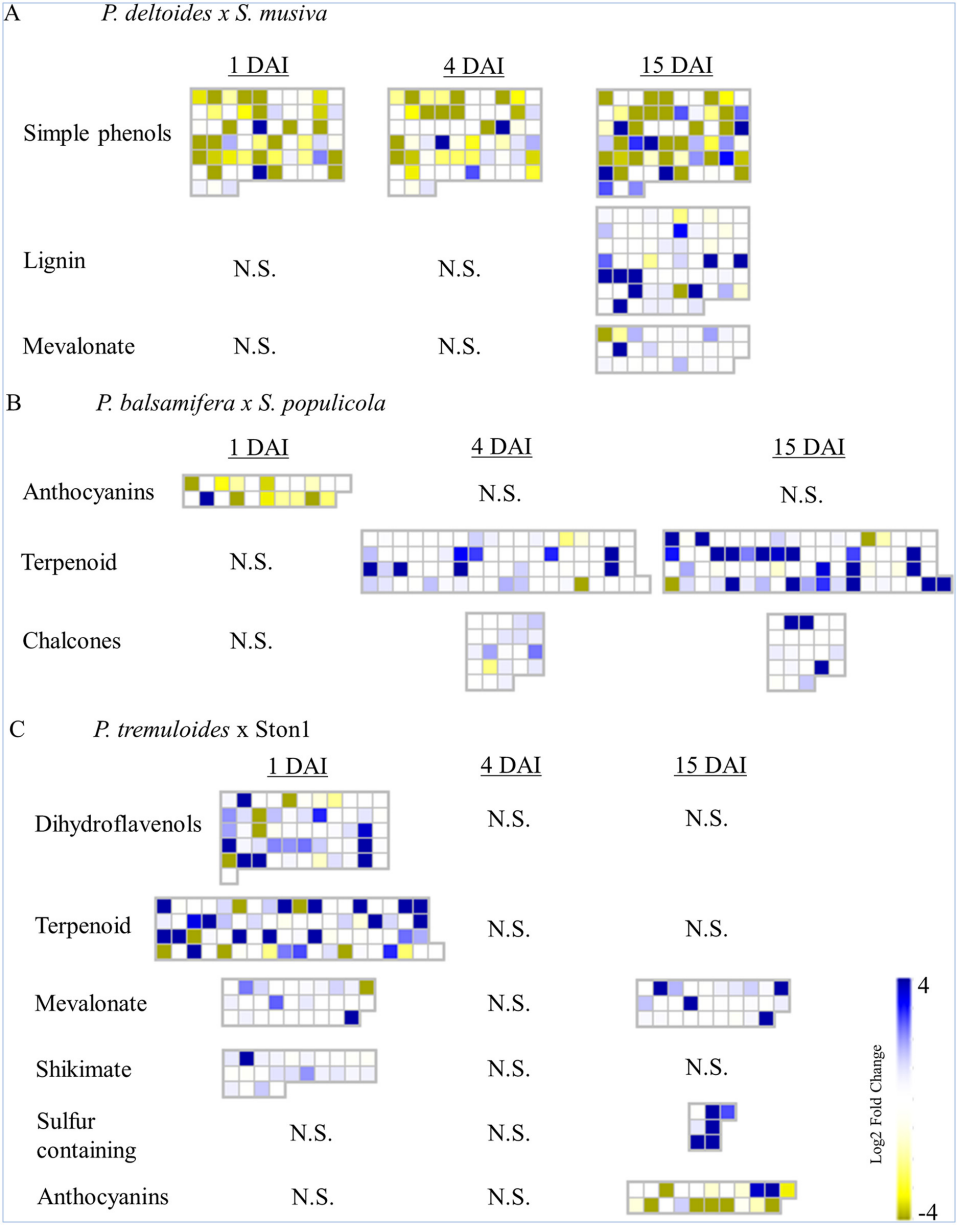
Differentially regulated secondary metabolite pathways expressed at different time points. (A) *P*. *deltoides* infected with *S*. *musiva*, (B) *P*. *balsamifera* infected with *S*. *populicola* and (C) *P*. *tremuloides* infected with Ston1. Log2 fold ratios are represented by a colour gradient, with blue being upregulated and yellow being downregulated. The pathways shown have a p < 0.05 after Benjamini-Hochberg correction. N.S. are not significantly regulated. Partial heat map shown for lignin biosynthesis pathway.

In the more moderately infected *P*. *tremuloides* trees, terpenoid biosynthesis genes, including those in the mevalonate pathway that produces the isoprenoid precursors needed for terpenoid biosynthesis, were upregulated at 1 DAI (Table 2). However, these pathways were no longer observed to be differentially regulated midway through infection at 4 DAI, when fungal biomass was decreasing. After leaf spot formation, the mevalonate pathway was again activated along with the biosynthesis of sulfur containing secondary metabolites, while genes involved in anthocyanin biosynthesis were generally downregulated.

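For *P*. *balsamifera* the sesquiterpene synthase Potri.011G031800, of an enzyme family that makes defence volatiles, rose at every time, from 41.1 ± 39.6 CPM in mock trees to 159 ± 98.5, 291 ± 148 and 539.9 ± 218 CPM at 1, 4 and 15 DAI (SD, n = 3). Its log2 fold changes were 1.93 (SE 0.68, adjusted p = 0.0418), 2.80 (SE 0.70, adjusted p = 0.0111) and 3.69 (SE 0.73, adjusted p = 0.00153), with all 3 trees above all mock trees each time. The S-linalool synthase Potri.004G037900, which makes a volatile monoterpene alcohol, rose from 0.0458 ± 0.0438 to 4.54 ± 2.54 CPM at 1 DAI (log2 fold change 6.39, SE 1.40, adjusted p = 0.00369). It was at 0.957 ± 0.539 CPM at 4 DAI (log2 fold change 4.17, SE 1.64, adjusted p = 0.0766) and rose to 3.18 ± 4.27 CPM at 15 DAI (log2 fold change 5.84, SE 1.43, adjusted p = 0.00582). For *P*. *tremuloides* the sesquiterpene synthase had log2 changes of 0.09 (SE 0.69, adjusted p = 1) at 1 DAI and 1.59 (SE 0.71, adjusted p = 0.220) at 15 DAI, and 2.05 (adjusted p = 0.00165) at 15 DAI without the poor libraries. The rise at 1 DAI in *P*. *balsamifera* was lost without any one of 5 libraries, and for the sesquiterpene synthase the difference of *P*. *balsamifera* minus *P*. *tremuloides* at 15 DAI was 2.08 (SE 1.27, adjusted p = 0.317). The study chose both genes for RT-qPCR because of induced expression in these samples. They are single genes, and terpenoid biosynthesis as a whole pathway, which the paper tested, was not analysed here.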

Terpenoid biosynthesis gene upregulation was also observed in the *P*. *balsamifera* clones, but with a different timing of expression than in *P*. *tremuloides*. The terpenoid pathway was differentially regulated at 4 DAI until leaf spot formation, but was not observed early during infection when only the general downregulation of anthocyanin biosynthesis was observed (Table 2). Also, flavonoid chalcone biosynthesis was significantly regulated both before and after leaf spot formation in correlation with terpenoid biosynthesis. *P*. *balsamifera* clones were highly susceptible to leaf spot despite the expression of these genes; therefore, the differential expression of genes involved in terpenoid and anthocyanin biosynthesis may indicate an insufficient defense response to *S*. *populicola*.

Fisher’s exact test was used successfully to identify specific GO terms at different time points during leaf spot infection. Similar results were observed between MapMan and BLAST2GO analysis. No specific GO terms were overrepresented in *P*. *deltoides* at 1 DAI or 4 DAI. At 15 DAI, a number of GO terms involved in active defense responses to fungal pathogens were detected (S4 Fig). Significantly overrepresented GO terms were identified at 1 DAI and 15 DAI in *P*. *balsamifera* (S5 Fig). In *P*. *tremuloides*, overrepresented GO terms were identified for all time points examined (S6 Fig). At 15 DAI, a large number of overrepresented GO terms were identified in all three poplar species (S4–S6 Figs). The respective pathogen appeared to be detected soon after inoculation in *P*. *tremuloides* and *P*. *balsamifera*, as a number of GO terms associated with defense responses to fungi, innate immune responses, defense involving deposition of callose, oxidation-reduction processes and transcription factors are overrepresented at 1 DAI. Few or no GO terms were observed to be overrepresented at 4 DAI in all pathosystems. However, at 15 DAI, all poplar species were expressing a number of fungal defensive response reactions such as PR4-like endochitinase, lignin biosynthesis protein, and CC-NBS-LRR and TMV resistance protein encoding genes.

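The PR4-like endochitinase Potri.019G093700, which cleaves fungal cell wall chitin, rose in *P*. *balsamifera* from 0.477 ± 0.159 to 3.22 ± 1.02 CPM at 15 DAI (SD, n = 3; log2 fold change 2.80, SE 0.59, adjusted p = 0.00229) in all 3 trees. It had too few reads for a test in *P*. *deltoides*, with 8 in the 3 mock trees and 33 in the 3 trees at 15 DAI. For *P*. *tremuloides* it had 0 reads at 15 DAI and 1 in mock trees (adjusted p = 0.728). The CC-NBS-LRR gene Potri.001G425300, of the intracellular immune receptors, was lower in *P*. *balsamifera* at 15 DAI (log2 fold change -0.50, SE 0.18, adjusted p = 0.0401), a call lost without any one of 8 libraries, and had 2.94 (SE 1.51, adjusted p = 0.294) in *P*. *tremuloides*. For *P*. *deltoides* it had 16 and 12 reads and was not tested. The TIR-NBS gene Potri.019G052000 had a log2 fold change of 2.44 (SE 1.00, adjusted p = 0.183) in *P*. *tremuloides*, and 2.72 (adjusted p = 0.00617) without the poor libraries. The genes of the lignin biosynthesis and TMV resistance annotations were not analysed here as groups.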

GO terms associated with hormone signaling were also overrepresented in all species at 15 DAI. The ethylene-mediated signaling pathway was overrepresented in *P*. *deltoides* (S4 Fig), salicylic acid and jasmonic acid signaling pathways were overrepresented in *P*. *balsamifera* (S5 Fig), while jasmonic acid, salicylic acid and abscisic acid signaling pathways were overrepresented in *P*. *tremuloides* (S6 Fig).

### Gene expression related to visible phenotypes and defense

Two major phenotypes were observed in poplar following infection. A more precise examination of gene expression reveals that multiple lignin biosynthesis genes of *P*. *deltoides* are significantly upregulated after leaf spot formation (Fig 5). Among these genes were a single caffeoyl-CoA 3-O-methyltransferase (CCoAMT) that was more than 6 log2-fold upregulated, three cinnamoyl CoA reductases (CCR) were more than 4 log2-fold upregulated and three cinnamyl-alcohol dehydrogenases (CAD) that were more than 4 log2-fold upregulated. The highest overexpressed CAD gene, potri.009g062800.1, shares close similarity with the defense-related *A*. *thaliana* ELI3-2 gene [31].

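The cinnamyl-alcohol dehydrogenase gene Potri.009G062800, whose enzyme family makes lignin monomers, had few reads in any species and was not tested. For *P*. *deltoides* it had 0 reads in the 3 mock trees and 4, 8 and 4 reads in the 3 trees at 1, 4 and 15 DAI, at most 0.134 CPM on average. For *P*. *balsamifera* it went from 5 reads in mock trees to 8, 20 and 25, and in *P*. *tremuloides* from 7 to 7, 5 and 17. No fold is given for *P*. *deltoides*, where all groups were under 3 reads per library on average.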

**Fig 5:**
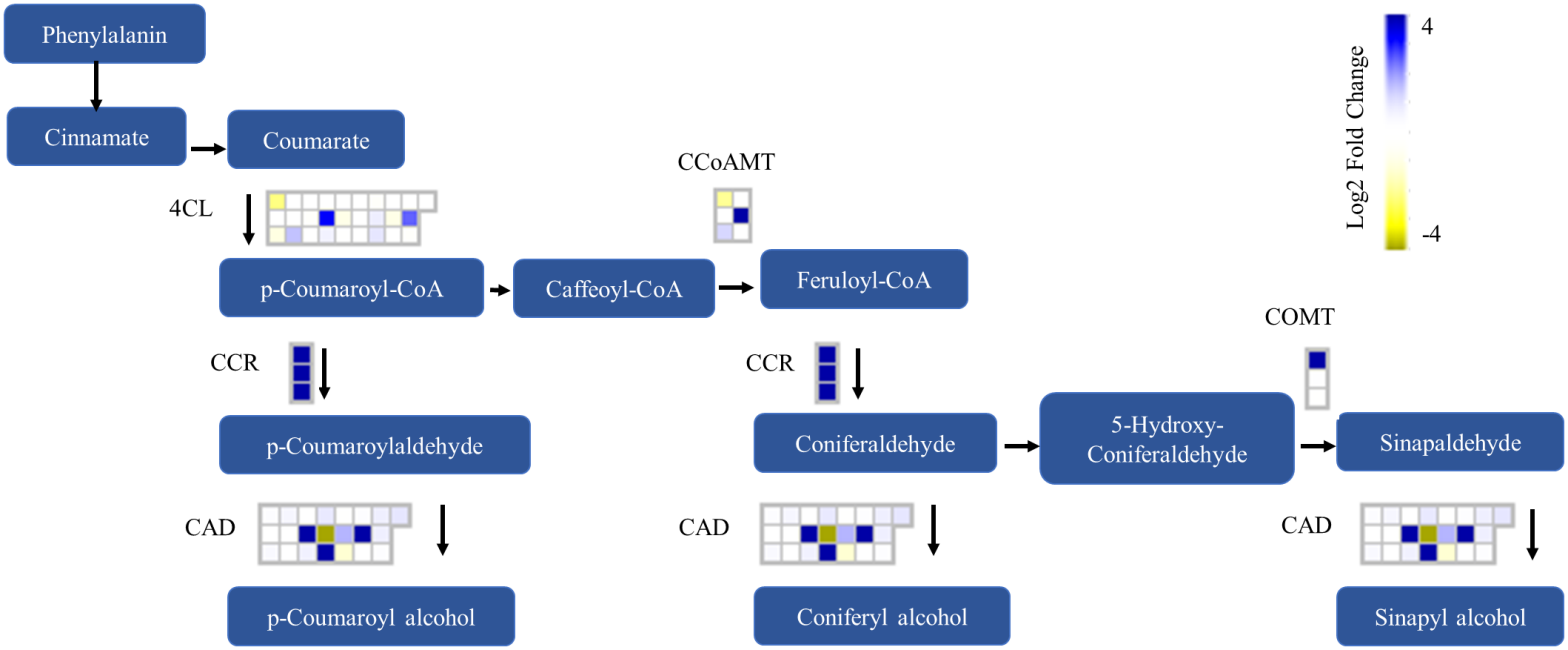
Lignin biosynthesis pathway with heat maps showing *P*. *deltoides* gene expression in response to *S*. *musiva* at 15 DAI. Log2 fold ratios are represented by a colour gradient, with blue being upregulated and yellow being downregulated. Graphic regenerated from MapMan 3.5.1R2 lignin synthesis.png mapped to *P*. *trichocarpa* v3.0_210_peptide.m02. 4CL, 4 coumaroyl-CoA ligase; CCoAMT, caffeoyl-CoA O-methyltransferase; CCR, cinnamoyl-CoA reductase; COMT, caffeate O-methyltransferase; CAD, cinnamoyl alcohol dehydrogenase.

Another observable phenotype was the senescence and abscission of leaves in *P*. *balsamifera* following infection with *S*. *populicola* (Fig 3). To determine an underlying molecular cause for this phenotype, gene expression data was screened for the presence of annotations associated with leaf abscission and senescence. A small subset of genes putatively involved in leaf senescence were overexpressed in *P*. *balsamifera* at 4 DAI (Table 3) prior to visible disease symptoms. 

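At 4 DAI in *P*. *balsamifera*, 5 of 7 tested senescence genes rose and 0 fell. The NAC gene Potri.005G098200, of a transcription factor family that includes senescence regulators, rose from 1.16 ± 0.515 to 14.2 ± 4.16 CPM (SD, n = 3; log2 fold change 3.50, SE 0.40, adjusted p = 9.8e-05). The BTB/POZ genes Potri.005G251300 and Potri.012G091400 rose from 22.8 ± 12.1 to 248 ± 57.4 CPM (log2 fold change 3.42, SE 0.31, adjusted p = 2.26e-05) and from 0.170 ± 0.0817 to 1.75 ± 0.417 CPM (log2 fold change 3.20, SE 0.38, adjusted p = 0.000128). The senescence-associated gene Potri.001G148700 rose from 12.7 ± 4.69 to 49.3 ± 7.14 CPM (log2 fold change 1.94, SE 0.24, adjusted p = 0.000159). In all 3 trees each of these was above all mock trees. The same genes were higher at 1 DAI, with log2 fold changes of 4.50 (SE 0.39, adjusted p = 5.68e-06), 3.92 (SE 0.32, adjusted p = 3.37e-06), 1.88 (SE 0.43, adjusted p = 0.00463) and 1.95 (SE 0.24, adjusted p = 7.33e-05). As a group the list was higher at 4 DAI (median log2 fold change 2.98; camera adjusted p = 1.03e-07, and adjusted p = 0.0156 with an estimated correlation). Adjusted over the list alone 5 members rose; the list was chosen by the study on these samples and is not independent evidence of its direction.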

By 15 DAI, two additional senescence-related genes were significantly overexpressed: Potri.001G112600 and Potri.010G166200. These were significantly overexpressed in all three species at 15 DAI compared to the control. 

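The stay-green gene Potri.001G112600, whose product removes magnesium from chlorophyll, was at 10.8 ± 4.29 CPM in mock *P*. *balsamifera*, 14.8 ± 1.37 at 1 DAI and 12.9 ± 1.19 at 4 DAI (SD, n = 3), log2 fold changes of 0.42 (SE 0.22, adjusted p = 0.161) and 0.23 (SE 0.22, adjusted p = 0.486). At 15 DAI it rose to 35.9 ± 6.38 CPM (log2 fold change 1.70, SE 0.22, adjusted p = 9.1e-05) in all 3 trees. The NAC gene Potri.010G166200 rose at every time, from 0.0788 ± 0.0752 to 1.59 ± 1.48, 0.777 ± 0.473 and 1.17 ± 0.285 CPM, by 4.02 (SE 0.88, adjusted p = 0.00369), 2.98 (SE 0.95, adjusted p = 0.0344) and 3.58 (SE 0.89, adjusted p = 0.00641). A further NAC gene, Potri.015G020000, rose at 15 DAI from 0.125 ± 0.0652 to 1.24 ± 0.473 CPM (log2 fold change 3.07, SE 0.59, adjusted p = 0.00129). At 15 DAI 7 of 7 tested members of the list were higher (camera adjusted p = 9.74e-09; 7 adjusted over the list alone), on a list the study chose on these samples. The 4 DAI call of Potri.010G166200 was lost without any one of 4 libraries.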

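At 15 DAI in *P*. *deltoides* Potri.001G112600 rose from 5.99 ± 0.485 to 24.1 ± 6.80 CPM (SD, n = 3; log2 fold change 2.00, SE 0.23, adjusted p = 0.00100) and Potri.010G166200 from 5.89 ± 3.94 to 29.5 ± 16.4 CPM (log2 fold change 2.28, SE 0.62, adjusted p = 0.0265). In all 3 trees both were above all mock trees. Within *P*. *tremuloides*, Potri.001G112600 was at 40.1 ± 18.6 CPM at 15 DAI and 8.25 ± 1.19 CPM in mock trees, with all 3 trees above all mock trees, but did not pass with all 12 libraries. Potri.010G166200 had too few reads in *P*. *tremuloides* for a test. The rise of Potri.010G166200 in *P*. *deltoides* was lost without any one of 4 libraries.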

In this study, only leaf tissue was examined and petioles were excluded; thus, abscission zone tissue-specific genes were not screened.

**Table 3:** Expression of genes putatively involved in leaf senescence and abscission.

	*P*. *deltoides*			*P*. *balsamifera*			*P*. *tremuloides*			
Gene ID	1 DAI	4 DAI	15 DAI	1 DAI	4 Dai	15 DAI	1 DAI	4 DAI	15 DAI	Description
Potri.011G040500	-0.34	-0.34	2.04	5.61	**8.54**	**7.74**	1.82	1.22	0.98	d6-type cyclin
Potri.005G098200	0.00	0.00	**8.69**	4.57	**3.59**	**5.68**	1.63	1.42	3.10	nac domain protein
Potri.005G251300	0.19	-0.13	0.87	3.93	**3.45**	**3.81**	0.45	0.69	0.88	btb poz domain protein
Potri.010G166200	2.14	2.99	**6.07**	4.13	**3.11**	**3.71**	1.43	0.33	**2.31**	nac domain protein
Potri.015G020000	-0.68	3.47	0.73	0.04	1.46	**3.19**	-0.42	0.33	**2.40**	nac domain ipr003441
Potri.012G091400	-0.47	-7.73	0.40	1.93	**3.29**	**3.12**	0.35	0.59	0.57	btb poz and taz domain protein
Potri.001G148700	-0.25	0.09	0.55	1.97	**1.97**	**2.56**	-0.35	-0.06	0.98	senescence-associated family protein
Potri.001G112600	1.92	1.02	**1.99**	0.44	0.26	**1.74**	-0.08	0.11	**2.01**	senescence-inducible stay-green protein

Genes shown have a minimum of 2log fold change between 1 DAI and 0 DAI. Numbers in bold show statistical significance at FDR < 0.05. Only genes with senescence or abscission GO terms that were significantly overexpressed at 15 DAI in *P*. *balsamifera* are shown.

Upregulation of genes with annotation relating to plant defense were detected at 1 DAI. Among these genes upregulated were chitinases, β-glucosidases and NBS-LRR resistance proteins (Table 4). 

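At 1 DAI in *P*. *balsamifera*, 17 of the 24 tested genes of the defence list rose and 1 fell. The salt tolerance-like gene Potri.011G105400 rose from 4.53 ± 2.16 to 36.7 ± 5.75 CPM (SD, n = 3; log2 fold change 2.95, SE 0.24, adjusted p = 3.39e-06) and Potri.009G108200, named maternal effect embryo arrest 14, from 29.8 ± 5.36 to 167 ± 8.61 CPM (log2 fold change 2.48, SE 0.18, adjusted p = 1.65e-06). The Bet v I family gene Potri.008G213100, of the PR-10 type of pathogenesis-related proteins, rose from 3.40 ± 0.225 to 19.1 ± 7.43 CPM (log2 fold change 2.50, SE 0.39, adjusted p = 0.000408). Potri.001G104500, which encodes gamma-glutamylcysteine synthetase, the first enzyme of glutathione synthesis, rose from 4.39 ± 1.37 to 18.9 ± 1.63 CPM (log2 fold change 2.07, SE 0.18, adjusted p = 4.68e-06). For *P*. *deltoides* and *P*. *tremuloides* 0 of 21 and 0 of 26 tested members passed in the edgeR quasi-likelihood fit, where 0 genes passed overall. As a group the list was higher in *P*. *balsamifera* (median log2 fold change 2.49; camera adjusted p = 5.07e-15, and adjusted p = 0.000108 with an estimated correlation). It was higher in *P*. *deltoides* (median 0.29; 0.000169, with an estimated correlation adjusted p = 0.0199) and in *P*. *tremuloides* (median 1.34; 1.03e-09, with an estimated correlation adjusted p = 0.00196). Adjusted over the list alone, 17 members were higher in *P*. *balsamifera*, 1 in *P*. *deltoides* and 3 in *P*. *tremuloides*; without the poor libraries 9 were higher and 3 lower there. The study chose this list by its own test at 1 DAI on these samples, so it is not independent evidence, and in *P*. *tremuloides* the group test was lost with only the 6 libraries compared (adjusted p = 0.182).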

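Of the 6 NBS-LRR genes, which encode intracellular immune receptors, 5 were tested in *P*. *tremuloides* at 1 DAI, with a median log2 fold change of 2.80 and 0 passing in the edgeR quasi-likelihood fit. The TIR-NBS gene Potri.019G052000 was at 0.391 ± 0.250 CPM in mock *P*. *tremuloides* and 2.45 ± 0.692 CPM at 1 DAI (SD, n = 3; log2 fold change 2.55, SE 0.99, adjusted p = 1), with all 3 trees above all mock trees. The NBS-LRR gene Potri.001G427700 was at 13.7 ± 10.2 CPM beside 3.06 ± 2.63 CPM in mock trees there (log2 fold change 2.15, SE 1.20, adjusted p = 1). For *P*. *balsamifera*, 2 members were tested and Potri.001G427700 was lower, from 54.1 ± 5.05 to 41.3 ± 6.56 CPM (log2 fold change -0.39, SE 0.12, adjusted p = 0.0187). For *P*. *deltoides*, 0 of 2 tested members passed. Adjusted over the defence list alone, Potri.019G052000 had an adjusted p = 0.0950 in *P*. *tremuloides*, and the call in *P*. *balsamifera* was lost without any one of 4 libraries. The study chose these genes on these samples, so they are not independent evidence.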

Chitinase activity was the most common defensive function observed at 1 DAI, representing 8 of 37 shared upregulated defensive genes, though no individual chitinase genes were commonly regulated between pathosystems. 

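Chitinases, which cleave the chitin of fungal cell walls, passed the test at 1 DAI in *P*. *balsamifera*: 2 of 4 tested members of the 8 rose. The class IV chitinase Potri.013G125000 rose from 4.64 ± 1.35 to 29.7 ± 12.2 CPM (SD, n = 3; log2 fold change 2.68, SE 0.34, adjusted p = 0.000102) and the PR4-like endochitinase Potri.019G093700 to 4.65 ± 1.88 CPM (log2 fold change 3.34, SE 0.58, adjusted p = 0.000885). Within *P*. *tremuloides*, 6 were tested, with a median log2 fold change of 4.25 and 0 passing in the edgeR quasi-likelihood fit. Without the poor libraries 7 were tested there, with a median of 4.72 and 0 passing. Adjusted over the chitinases alone, 3 were higher with all libraries and 6 without the poor ones. The acidic chitinases Potri.009G142000 and Potri.009G142300 were at 2.60 ± 1.99 and 9.93 ± 7.21 CPM there, beside 0.0573 ± 0.0605 and 0.736 ± 1.14 CPM in mock trees, with all 3 trees above all mock trees. Within *P*. *deltoides* the class V chitinase Potri.006G188300 was at 1.88 ± 0.454 CPM (log2 fold change 2.64, SE 0.54, adjusted p = 0.143), beside 0.295 ± 0.0105 CPM in mock trees. Adjusted over the defence list alone, the adjusted p was 0.00892 for Potri.006G188300 in *P*. *deltoides*, and 0.0459, 0.0459 and 0.0459 for Potri.009G142000, Potri.004G182100 and Potri.019G093700 in *P*. *tremuloides*. The list was chosen by the study on these samples. Reads of the neighbouring acidic chitinase genes may be shared between them, so their separate values are uncertain.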

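Beta-glucosidases release glucose from glycosides, among them defence compounds stored in leaves. For *P*. *balsamifera* both genes of the list rose at 1 DAI. Potri.019G010800 went from 3.41 ± 1.23 to 53.0 ± 14.2 CPM (SD, n = 3; log2 fold change 3.93, SE 0.47, adjusted p = 6.4e-05) and Potri.004G110200 from 0.302 ± 0.129 to 2.33 ± 0.550 CPM (log2 fold change 2.92, SE 0.66, adjusted p = 0.00441). Within *P*. *deltoides* they were at 70.7 ± 32.4 and 5.80 ± 3.21 CPM at 1 DAI, beside 15.8 ± 15.8 and 1.09 ± 0.889 CPM in mock trees, with log2 fold changes of 2.11 (SE 0.77, adjusted p = 0.337) and 2.30 (SE 0.68, adjusted p = 0.275). In each species all 3 trees were above all mock trees for both genes. Adjusted over the 2 genes alone, both passed in *P*. *deltoides* too (2 of 2), but the study chose them on these samples. Adjusted over the whole defence list, only 1 member was higher there, the class V chitinase Potri.006G188300, so neither beta-glucosidase passed. Whether the change differs between *P*. *deltoides* and *P*. *balsamifera* at 1 DAI was not tested.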

Two β-glucosidases were commonly upregulated at 1 DAI between *P*. *deltoides* and *P*. *balsamifera*. After 1 DAI, those genes were no longer significantly upregulated in *P*. *deltoides*, but were upregulated in *P*. *balsamifera* throughout the entire time course. 

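Within *P*. *balsamifera* both beta-glucosidases remained higher than mock: Potri.019G010800 was at 37.2 ± 10.4 CPM at 4 DAI (SD, n = 3; log2 fold change 3.42, SE 0.47, adjusted p = 0.000322) and 59.1 ± 33.3 at 15 DAI (log2 fold change 4.10, SE 0.47, adjusted p = 4.05e-05). Potri.004G110200 was at 2.68 ± 0.987 and 5.17 ± 3.29 CPM (log2 fold change 3.11, SE 0.65, adjusted p = 0.00406; log2 fold change 4.08, SE 0.62, adjusted p = 0.000269). Within *P*. *deltoides* the log2 fold changes of Potri.019G010800 were 1.68 (SE 0.76, adjusted p = 0.392) at 4 DAI and 1.16 (SE 0.76, adjusted p = 0.298) at 15 DAI, with 3 and 2 of 3 trees above all mock trees. For Potri.004G110200 they were 1.33 (SE 0.67, adjusted p = 0.434) and 0.69 (SE 0.69, adjusted p = 0.510). At 15 DAI the difference of *P*. *deltoides* minus *P*. *balsamifera* was -2.93 (SE 0.99, adjusted p = 0.305) for Potri.019G010800 and -3.31 (SE 1.25, adjusted p = 0.420) for Potri.004G110200. On simulated counts, the fit of 36 libraries found 17 of 100 such differences with a log2 of 2, so a species difference is not excluded.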

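In the 3 *P*. *tremuloides* trees of each group, the beta-glucosidase gene Potri.004G110200 had 0 reads in mock, 0 at 1 DAI, 8 at 4 DAI and 3 at 15 DAI. Reads were present in 1 of 3 trees at 4 DAI and 1 of 3 at 15 DAI. The other gene of the pair, Potri.019G010800, had 2 reads at 15 DAI and 0 in the other groups. Both were below the minimum read count and were not tested; no fold is given at these counts.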

In *P*. *tremuloides*, one β-glucosidase (Potri.004G110200) was significantly upregulated at 4 DAI, and it remained upregulated at 15 DAI.

**Table 4:** Significantly expressed genes at 1 DAI that have GO annotations to defense.

Gene ID	*P*. *deltoides*	*P*. *balsamifera*	*P*. *tremuloides*	Description
Potri.019G010800	**2.1**	**4.0**	0.0	β-glucosidase
Potri.004G110200	**2.3**	**2.9**	0.0	linamarase family protein
Potri.006G188300	**2.7**	-1.3	-0.4	class v chitinase
Potri.001G104500	-0.1	**2.1**	-0.4	gamma-glutamylcysteine synthetase
Potri.001G107600	0.7	**2.3**	-0.4	osmotin precursor
Potri.002G047500	-0.4	**2.6**	0.0	calcium-transporting atpase
Potri.003G069300	-0.1	**2.7**	0.1	glycolate oxidase
Potri.003G071400	0.3	**2.5**	0.4	zinc finger
Potri.004G050000	0.3	**3.7**	0.9	mlo-like protein
Potri.006G127200	0.1	**2.2**	-1.1	rna-binding protein
Potri.006G251700	0.0	**2.8**	-0.8	overexpressor of cationic peroxidase
Potri.008G213100	1.5	**2.5**	-0.3	Bet v I family pathogenesis-related protein
Potri.009G108200	0.8	**2.5**	-1.3	maternal effect embryo arrest 14 protein
Potri.011G021100	0.3	**2.1**	0.0	probable tyrosine-protein phosphatase
Potri.011G105400	0.0	**3.0**	-0.1	probable salt tolerance-like protein
Potri.013G098900	1.3	**3.2**	0.7	leucine-rich repeat family protein
Potri.013G125000	0.5	**2.7**	1.7	class iv chitinase
Potri.017G079500	2.2	**3.6**	2.4	probable wrky transcription factor 72-like
Potri.019G093700	0.6	**3.3**	**5.2**	endochitinase pr4-like
Potri.001G014200	0.0	0.3	**3.3**	transposon en spm sub-class
Potri.001G425300	0.6	-0.3	**3.1**	cc-nbs-lrr resistance protein
Potri.001G427700	0.1	-0.4	**2.1**	disease resistance gene nbs-lrr family protein
Potri.004G182100	4.6	0.0	**7.2**	class i chitinase
Potri.004G196100	-0.2	-1.8	**3.1**	lrr and nb-arc domains-containing disease resistance
Potri.006G094400	0.3	0.0	**3.1**	fructose-bisphosphatase
Potri.009G141800	0.8	1.5	**6.8**	acidic four domain chitinase
Potri.009G142000	4.6	4.6	**5.8**	acidic four domain chitinase
Potri.009G142100	1.5	-4.4	**6.1**	acidic four domain chitinase
Potri.009G142300	0.0	-0.1	**4.1**	acidic four domain chitinase
Potri.010G151200	0.0	0.0	**5.9**	pop3 peptide
Potri.011G012900	0.0	-0.4	**2.7**	tir-nbs type disease resistance protein
Potri.013G041900	-0.9	0.3	**3.2**	wound-induced protein win2
Potri.013G133100	0.9	0.8	**5.7**	lrr receptor-like protein kinase
Potri.014G046800	0.0	0.0	**7.6**	ap2 erf domain-containing transcription factor
Potri.015G126100	0.1	-1.7	**8.1**	calmodulin-binding protein
Potri.019G052000	0.0	-2.5	**2.5**	tir-nbs disease resistance-like protein
Potri.T014400	-0.8	0.2	**4.2**	bed finger-nbs-lrr resistance protein

Numbers in bold show statistical significance at FDR < 0.05.

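Kunitz trypsin inhibitors (KTI) block serine proteases, including those of insects and microbes. Of the 15 genes, 9 were tested in *P*. *balsamifera* and 5 rose and 2 fell at 15 DAI. Potri.004G067900 fell in *P*. *balsamifera* from 5.73 ± 4.12 to 0.733 ± 0.425 CPM at 4 DAI (SD, n = 3; log2 fold change -2.95, SE 0.82, adjusted p = 0.0191) and 0.639 ± 0.320 at 15 DAI (log2 fold change -3.20, SE 0.83, adjusted p = 0.00814). Within *P*. *deltoides* 0 of 5 and in *P*. *tremuloides* 0 of 9 tested genes passed at any time in the edgeR quasi-likelihood fit. As a group, the list at 15 DAI in *P*. *balsamifera* had a median log2 fold change of 2.04 and a mean of 1.01, and the group test did not pass (camera adjusted p = 0.285). Among *P*. *deltoides* trees the median at 15 DAI was 1.37 (adjusted p = 0.459, and 0.000423 by a rank-sum test). Reads of these related genes may be shared between them, so single values are uncertain, and the study chose the list on these samples.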

The expression of a group of plant proteases belonging to the Kunitz-type were significantly regulated in all pathosystems (Table 5). 

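At 15 DAI in *P*. *deltoides* the KTI gene Potri.004G000400 was at 3.34 ± 4.92 CPM (SD, n = 3) beside 0.501 ± 0.336 CPM in mock trees (log2 fold change 2.77, SE 1.08, adjusted p = 0.0890), with 1 of 3 trees above all mock trees. Potri.004G067800 was at 1.57 ± 2.57 CPM beside 0.438 ± 0.482 CPM (log2 fold change 1.97, SE 1.47, adjusted p = 0.359). Potri.007G111600 and Potri.007G111700 had log2 fold changes of 0.93 (SE 0.79, adjusted p = 0.426) and 0.63 (SE 0.77, adjusted p = 0.591). Potri.003G097900 and Potri.007G111500 had 13 and 37 reads in the mock trees and 0 and 3 at 15 DAI, and were not tested. Of the 5 tested genes 0 passed in the edgeR quasi-likelihood fit, nor any adjusted over the list alone, and in all of them the SD at 15 DAI exceeded the mean because 1 tree was high. For Potri.001G309900 the log2 fold change of 1.37 turned to -5.44 without 15 DAI replicate 3.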

In *P*. *deltoides*, one upregulated and two downregulated Kunitz trypsin inhibitors were detected at 15 DAI. 

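At 1 DAI in *P*. *balsamifera* 0 of 9 tested KTI genes passed in the edgeR quasi-likelihood fit, over all genes or adjusted over the list alone. Potri.019G124400 was at 50.3 ± 38.5 CPM (SD, n = 3) beside 29.5 ± 15.1 CPM in mock trees (log2 fold change 0.78, SE 0.60, adjusted p = 0.328) and Potri.019G124600 at 2.51 ± 2.25 beside 1.73 ± 0.850 CPM (log2 fold change 0.58, SE 0.67, adjusted p = 0.533). Potri.T029200 had 105 reads in the 3 trees at 1 DAI and 4 in mock trees, Potri.019G088200 had 11 and 0, and neither was tested. At 4 DAI 0 rose and 1 fell; Potri.007G111600 was at 4.44 ± 3.89 CPM beside 1.31 ± 0.922 CPM (log2 fold change 1.74, SE 0.70, adjusted p = 0.0847). At 1 DAI the median log2 fold change of the tested genes was 0.35 and the mean -0.10, with a group test in the negative direction that did not pass (camera adjusted p = 0.808). The gene that fell at 4 DAI lost its call without any one of 2 libraries.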

In *P*. *balsamifera*, three Kunitz trypsin inhibitors were observed upregulated early during infection, but none were upregulated at 4 DAI. At 15 DAI, 15 genes belonging to this protease family were overexpressed. 

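Of the tested KTI genes in *P*. *balsamifera* at 15 DAI, Potri.007G111700 rose from 0.491 ± 0.279 to 4.55 ± 2.62 CPM (SD, n = 3; log2 fold change 3.17, SE 0.66, adjusted p = 0.00227) and Potri.007G111600 to 9.96 ± 2.77 CPM (log2 fold change 2.91, SE 0.69, adjusted p = 0.00466). Potri.001G309900 rose from 2.17 ± 0.0181 to 12.3 ± 5.32 CPM (log2 fold change 2.51, SE 0.65, adjusted p = 0.00764), Potri.004G000400 from 15.1 ± 6.07 to 62.2 ± 23.9 CPM (log2 fold change 2.04, SE 0.56, adjusted p = 0.0106) and Potri.007G111500 from 0.121 ± 0.132 to 1.01 ± 0.364 CPM (log2 fold change 3.02, SE 1.09, adjusted p = 0.0396). In all 3 trees each was above all mock trees. Potri.019G124400 fell to 7.26 ± 5.48 CPM (log2 fold change -2.04, SE 0.65, adjusted p = 0.0232). Adjusted over the list alone, 5 were higher and 2 lower. The calls of Potri.007G111500 and Potri.019G124400 were lost without any one of 5 and 4 libraries, and Potri.007G111500, Potri.007G111600 and Potri.007G111700 lie side by side and may share reads.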

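Within *P*. *tremuloides* several KTI genes were highest at 1 DAI. Potri.019G124600 was at 60.9 ± 39.8 CPM at 1 DAI, 10.3 ± 14.5 at 4 DAI and 3.09 ± 1.43 at 15 DAI (SD, n = 3), beside 1.55 ± 0.207 CPM in mock trees. Potri.019G124400 was at 41.8 ± 19.7, 7.04 ± 11.4 and 2.40 ± 3.24 CPM beside 0.317 ± 0.275. Potri.T029200 was at 11.0 ± 13.2 CPM at 1 DAI beside 0.0171 ± 0.0296 in mock trees, and Potri.010G007900 at 3.19 ± 3.01 beside 0.155 ± 0.186 CPM. In all 3 trees at 1 DAI these genes were above all mock trees; 1 DAI replicate 3 and 4 DAI replicate 1 are nearly equal libraries, so whether the 1 and 4 DAI groups are independent is open. No KTI gene passed at any time in the edgeR quasi-likelihood fit (adjusted p = 1 for Potri.019G124600 at 1 DAI, with a log2 fold change of 5.29 and SE 1.12; 0.0692 without the poor libraries). Adjusted over the list alone, 4 were higher at 1 DAI, 0 at 4 DAI and 1 at 15 DAI, where 2 were lower; without the poor libraries 5, 3 and 0 were higher and 0, 1 and 2 lower. As a group the list was higher at 1 DAI (camera adjusted p = 1.21e-15, and adjusted p = 0.00214 with an estimated correlation); at 15 DAI its median was 1.11, its mean 0.27 and its group test negative (adjusted p = 0.943). That median was, without the poor libraries, -1.62 and the mean -1.50 (adjusted p = 0.506), and Potri.003G097900 and Potri.004G067900 were lower (-4.59 and -3.25; adjusted p = 0.00843 and 0.00572).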

In *P*. *tremuloides*, four or more Kunitz trypsin inhibitors were upregulated at all of the sampled time points.

**Table 5:** Selection of poplar Kunitz-type trypsin inhibitor and WRKY family genes expressed in each poplar species following inoculation with *Sphaerulina* spp.

		*P*. *deltoides*			*P*. *balsamifera*			*P*. *tremuloides*		
Gene ID	Gene Family	1 DAI	4 DAI	15 DAI	1 DAI	4 DAI	15 DAI	1 DAI	4 Dai	15 DAI
Potri.001G309900	KTI	0.41	1.46	1.39	0.36	1.43	**2.54**	0.17	1.42	**7.48**
Potri.003G097900	KTI	-3.59	-1.88	**-8.22**	0	0	0	0.39	0.87	**-5.03**
Potri.004G000400	KTI	0.12	1.27	**2.77**	-0.53	0.58	**2.07**	-1.52	**-10.33**	**4.34**
Potri.004G067800	KTI	1.77	1.21	1.96	-1.2	-0.42	1.67	2.22	**2.27**	**5.84**
Potri.004G067900	KTI	0	0	4.52	**-2.01**	**-2.94**	**-3.16**	0.83	-0.04	**-3.5**
Potri.007G111500	KTI	-0.62	-2.28	**-3.75**	0.66	2.22	**3.11**	-1.54	**-9.4**	-1.27
Potri.007G111600	KTI	-0.68	0.09	0.92	0.91	1.77	**2.95**	0.19	-2.06	-1.68
Potri.007G111700	KTI	0.33	0.26	0.63	-0.43	1.01	**3.21**	7.03	0	0
Potri.010G007900	KTI	0	0	0	6.6	0	4.24	**4.73**	1.02	1.43
Potri.019G011000	KTI	1.34	1.05	1.21	0	4.45	6.2	-0.79	**4.04**	-5.55
Potri.019G088200	KTI	-6.56	-6.56	-2.01	**8.06**	0	0	**3.62**	-8.38	**-8.38**
Potri.019G124400	KTI	0.87	0.01	1.48	0.78	-1.7	**-1.99**	**6.84**	**4.2**	**2.96**
Potri.019G124600	KTI	1.97	0.4	1.68	0.56	-0.32	-1.02	**5.29**	**2.65**	1.01
Potri.019G124700	KTI	-4.28	0.04	-4.28	-4.67	-4.67	-4.67	**4.59**	1.42	-4.6
Potri.T029200	KTI	0	0	0	**4.73**	-0.19	0.95	**8.92**	**5.42**	-4.59
Potri.001G328000	WRKY 75	-0.26	0.34	**2.61**	0.59	1.36	**2.43**	0.17	0.46	**3.39**
Potri.T043800	WRKY 75	0.13	-0.24	**2.13**	1.08	1.7	**3.8**	-0.57	-6.83	**3.86**
Potri.003G169100	WRKY 75	0.51	0.89	1.25	1.39	1.22	**1.82**	-0.12	-0.77	**2.67**
Potri.015G099200	WRKY 75	-0.55	-0.31	**3.89**	0.15	0.34	**3.05**	0.7	-1.34	1.1
Potri.017G079500	WRKY 72	2.24	1.04	2.17	**3.62**	2.28	**4.08**	2.39	1.42	**10.64**
Potri.015G064100	WRKY 72	0.31	0.53	0.53	1.35	1.23	**1.84**	-0.26	0.35	**2.64**
Potri.001G352400	WRKY 71	0.6	0.01	0.81	1.48	0.85	**1.82**	0.88	0.47	**1.72**
Potri.013G090300	WRKY 70	0.58	0.63	**2.7**	-0.03	1.13	**1.85**	-4.1	-0.85	**1.87**
Potri.006G109100	WRKY 70	1.3	1.37	**2.41**	-0.06	0.94	1.48	-0.61	0.02	**2.4**
Potri.004G007500	WRKY 6	0.26	0.45	0.3	**1.99**	1.63	**1.87**	0.74	0.42	**2.23**
Potri.007G079800	WRKY 51	-1.24	-1.88	**2.82**	-1.15	0.13	0.89	0.33	-6.69	**4.43**
Potri.002G186600	WRKY 47	0.83	0.67	**2.57**	1.8	**1.98**	**3.25**	0.09	0.29	**2.76**

Selection of poplar Kunitz-type trypsin inhibitor and WRKY family genes expressed in each poplar species following inoculation with *Sphaerulina spp*. Numbers in bold show statistical significance at FDR < 0.05.

A number of different transcription factors showed differential expression throughout the infection. 

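WRKY transcription factors bind W-box promoter elements and regulate defence and senescence genes. At 15 DAI 5 of 9 tested WRKY genes rose in *P*. *deltoides*, 10 of 11 in *P*. *balsamifera* and 1 of 7 in *P*. *tremuloides*, and 0 fell. WRKY47 (Potri.002G186600) rose from 5.96 ± 3.77 to 35.6 ± 14.2 CPM in *P*. *deltoides* (SD, n = 3; log2 fold change 2.54, SE 0.43, adjusted p = 0.00394) and from 3.90 ± 1.54 to 36.8 ± 10.3 CPM in *P*. *balsamifera* (log2 fold change 3.19, SE 0.35, adjusted p = 2.92e-05). Within *P*. *tremuloides* it was at 10.9 ± 6.50 CPM beside 1.65 ± 0.576 in mock trees (log2 fold change 2.79, SE 1.05, adjusted p = 0.152; 3.18, adjusted p = 0.000246, without the poor libraries). WRKY6 (Potri.004G007500) rose in *P*. *balsamifera* from 21.9 ± 4.26 to 78.6 ± 8.89 CPM (log2 fold change 1.84, SE 0.24, adjusted p = 8.66e-05) and had 0.30 (SE 0.28, adjusted p = 0.462) in *P*. *deltoides*. As a group the list was higher at 15 DAI in *P*. *balsamifera* (camera adjusted p = 8.89e-07, and adjusted p = 0.0348 with an estimated correlation). Among *P*. *deltoides* trees it was 2.43e-06 and in *P*. *tremuloides* 5.45e-06, but both were lost with an estimated correlation (adjusted p = 0.106 and adjusted p = 0.0882). Adjusted over the list alone, 6, 11 and 4 members were higher in *P*. *deltoides*, *P*. *balsamifera* and *P*. *tremuloides*; the study chose the list on these samples. Without the poor libraries 7 of 9 rose in *P*. *tremuloides*.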

Of note were WRKY domain containing transcription factors that were differentially expressed in all pathosystems at 15 DAI (Table 4). 

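Of the 4 WRKY75 genes, known in Arabidopsis from leaf senescence and phosphate starvation, 2 of 3 tested rose at 15 DAI in *P*. *deltoides* and 4 of 4 in *P*. *balsamifera*. Potri.003G169100 rose from 13.1 ± 3.87 to 31.3 ± 2.96 CPM in *P*. *deltoides* (SD, n = 3; log2 fold change 1.24, SE 0.19, adjusted p = 0.00272) and from 11.6 ± 3.63 to 40.3 ± 6.51 CPM in *P*. *balsamifera* (log2 fold change 1.78, SE 0.20, adjusted p = 3.29e-05). Among *P*. *tremuloides* trees 0 of 2 tested WRKY75 genes passed with all libraries and 2 of 2 without the poor ones, and Potri.003G169100 was at 26.6 ± 3.64 CPM beside 3.67 ± 1.44 CPM, with all 3 trees above all mock trees. Of the 2 WRKY70 genes, 2 rose in *P*. *deltoides*, 2 in *P*. *balsamifera* and 1 in *P*. *tremuloides*. Of the 2 WRKY72 genes 1 was tested in *P*. *deltoides* and in *P*. *balsamifera* and none in *P*. *tremuloides*; it rose in *P*. *balsamifera*. Adjusted over the 4 genes alone, 2 WRKY75 genes were higher in *P*. *tremuloides*. The study chose these families on these samples.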

Overall, more than one gene with significant expression mapped to each of the WRKY75, WRKY72, and WRKY70 families. However, overexpression of WRKY72 genes was not detected in *P*. *deltoides*.

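The tested WRKY72 gene, Potri.015G064100, was at 28.2 ± 3.41 CPM in *P*. *deltoides* at 15 DAI and 19.4 ± 14.2 CPM in mock trees (SD, n = 3; log2 fold change 0.52, SE 0.46, adjusted p = 0.442). Within *P*. *balsamifera* it rose from 11.3 ± 7.55 to 29.1 ± 6.22, 26.5 ± 10.2 and 40.0 ± 6.25 CPM at 1, 4 and 15 DAI, by 1.32 (SE 0.38, adjusted p = 0.0169), 1.18 (SE 0.38, adjusted p = 0.0363) and 1.78 (SE 0.38, adjusted p = 0.00254). The difference of *P*. *deltoides* minus *P*. *balsamifera* at 15 DAI was -1.29 (SE 0.92, adjusted p = 1), so a species difference was not shown. On simulated counts, the fit of 36 libraries found 1 of 100 differences with a log2 of 1 between these species, so a difference is not excluded either. The other WRKY72 gene, Potri.017G079500, had 6 reads in mock *P*. *deltoides* and 22 at 15 DAI, beside 2 and 42 in *P*. *balsamifera*, and was not tested. Among *P*. *tremuloides* trees, Potri.015G064100 was tested without the poor libraries, where it was higher at 15 DAI (3.02, adjusted p = 0.0303). Within *P*. *balsamifera* the calls at 1 and 4 DAI were lost without any one of 3 and 4 libraries.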

### Comparison of RNA-seq analysis to RT-QPCR

RT-qPCR was conducted using a small subset of genes for comparison between two time points: 0 and 15 DAI. Of the ten genes examined, seven genes followed the expected pattern of upregulation, downregulation or no change; two genes (Potri.001G449800 and Potri.010G106900) showed expression patterns different than expected in one poplar species, and one gene (Potri.013G041900) showed large inconsistency in observed gene expression in two pathosystems (Fig 6). 

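In the RNA-seq counts, the 10 genes chosen for RT-qPCR include 6 that rose and 1 that fell at 15 DAI in *P*. *balsamifera*, of 7 tested. The ethylene response factor Potri.010G072300 rose there from 0.486 ± 0.133 to 2.68 ± 1.23 CPM (SD, n = 3; log2 fold change 2.46, SE 0.69, adjusted p = 0.0120) and the wound-induced WIN2 gene Potri.013G041900 from 3.09 ± 1.50 to 18.6 ± 8.18 CPM (log2 fold change 2.60, SE 0.42, adjusted p = 0.000431). The elicited protein gene Potri.005G072000 rose in *P*. *balsamifera* from 8.38 ± 2.52 to 15.0 ± 2.42 CPM (log2 fold change 0.83, SE 0.23, adjusted p = 0.0123) and in *P*. *tremuloides* from 0.691 ± 0.243 to 12.8 ± 9.52 CPM (log2 fold change 4.27, SE 0.95, adjusted p = 0.0313). Potri.001G449800 and Potri.010G106900 had at most 27 reads in the 3 trees of any group and were not tested. Among *P*. *deltoides* trees 1 of 4 tested genes rose and in *P*. *tremuloides* 1 of 3, and 4 of 4 without the poor libraries. Of the genes used as RT-qPCR references, Eif4 (Potri.006G225700), a translation initiation factor, rose in *P*. *balsamifera* by 0.46 (SE 0.07, adjusted p = 0.000558), 0.35 (SE 0.07, adjusted p = 0.00429) and 0.38 (SE 0.07, adjusted p = 0.00135) at 1, 4 and 15 DAI and in *P*. *deltoides* by 0.29 (SE 0.07, adjusted p = 0.0156) at 15 DAI. MKK2 (Potri.018G050800), a kinase of a MAP kinase cascade, rose in *P*. *deltoides* at 15 DAI from 19.4 ± 1.31 to 31.8 ± 4.19 CPM (log2 fold change 0.71, SE 0.14, adjusted p = 0.00666). UBI10 (Potri.014G115100), a ubiquitin, had 0.36 (SE 0.15, adjusted p = 0.114) in *P*. *deltoides* and -0.22 (SE 0.14, adjusted p = 0.213) in *P*. *balsamifera* at 15 DAI. At 15 DAI in *P*. *tremuloides* MKK2 had 1.61 (SE 0.65, adjusted p = 0.176) and Eif4 0.07 (SE 0.90, adjusted p = 0.981), and without the poor libraries both were higher (2.02 and 0.62; adjusted p = 0.000947 and 0.0242). The *P*. *tremuloides* rise of Potri.005G072000 was lost without any one of 10 libraries (adjusted p = 5.98e-05 without the poor ones). The genes were chosen by the study on these samples.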

All three genes that showed inconsistent expression between RNA-seq and RT-QPCR have close sequence similarity to other members in their respective gene family in *P*. *trichocarpa*. As such, it is possible that transcripts from other gene family members were co-amplified. All primers were designed using the *P*. *trichocarpa* reference sequences, but the use of more accurate species specific template libraries for primer design may allow for more precise RT-QPCR results. The lack of correspondence between RT- qPCR and RNAseq analysis may also be due to errors in read mapping related to the use of a non-species specific genome template or other issues generated with this data analysis pipeline.

**Fig 6:**
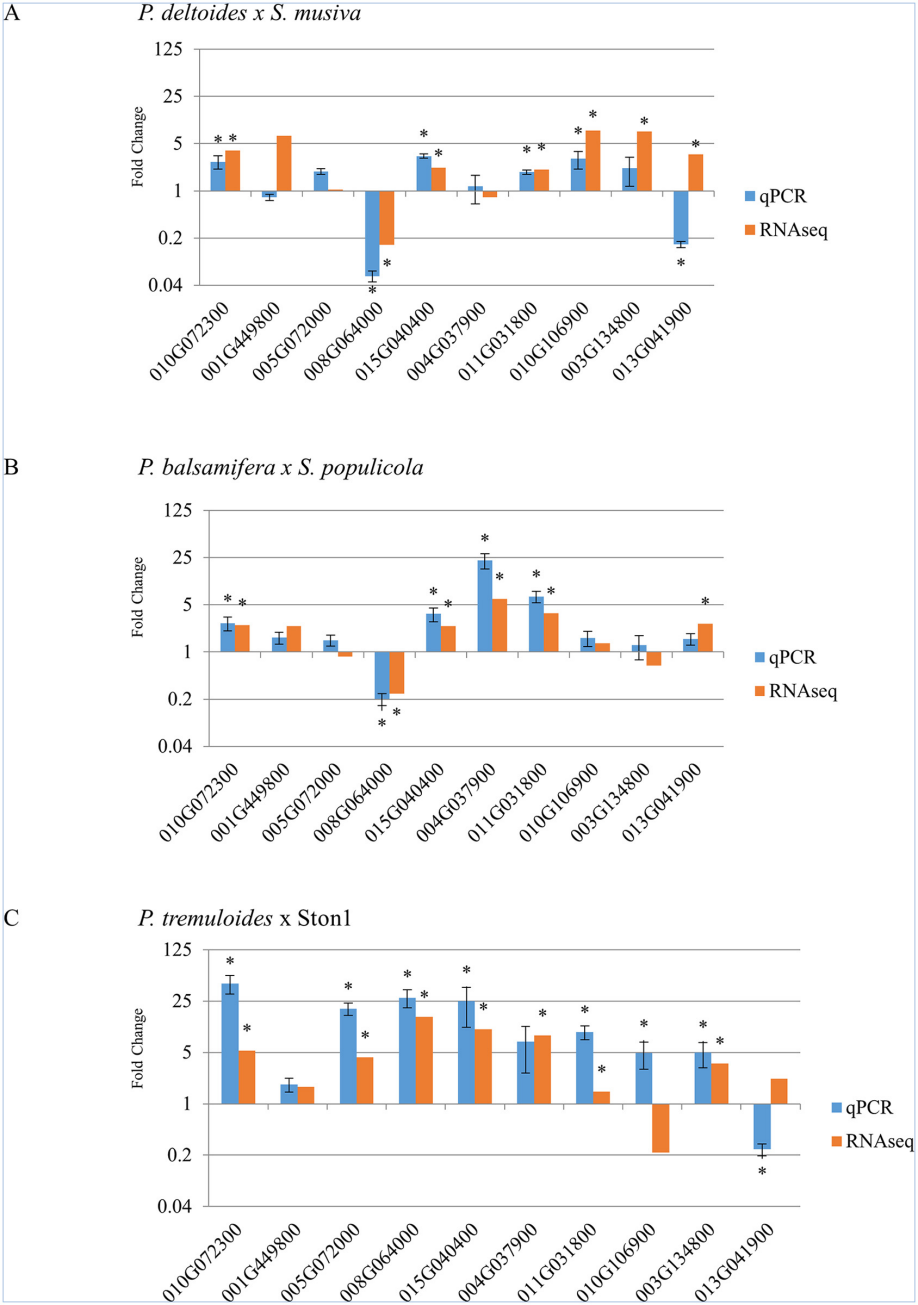
Comparison of gene expression levels between RNA-seq and reverse transcript qPCR by comparing gene expression at 0 and 15 DAI. (A) *P*. *deltoides* infected with *S*. *musiva*, (B) *P*. *balsamifera* infected with *S*. *populicola* and (C) *P*. *tremuloides* infected with Ston1. Labels indicate the *P*. *trichocarpa* v3 gene ID. Error bars show standard deviation. * represents significant difference in gene expression between 0 and 15 DAI with RT-qPCR measured by paired t-test at p < 0.05 and RNAseq measured by EdgeR at FDR < 0.05.

## Discussion

The two unique host responses to leaf spot infection that observed. The first was the differential expression of many lignin biosynthesis in genes in *P*. *deltoides*. Lignification of cell walls surrounding sites inoculated with the Dothideomycetes pathogens was reported following *Zymoseptoria tritici* and *Phaeosphaeria nodorum* infection in wheat [32] and *S*. *musiva* stem canker in hybrid poplar [33,34]. During *S*. *musiva* canker formation on hybrid poplar, several layers of ligno-suberin necrophylactic periderm can form between the hyphal colonized tissues [32,34]. The presence or absence of these tissue layers may represent an accurate marker for disease resistance in hybrid poplar [34]. Susceptible hybrid clones were not observed to produce a necrophylactic periderm, while these barriers were observed to form rapidly in resistant trees inoculated without pre-wounding [34]. Other transcriptome studies in poplar have detected genes involved in lignin biosynthesis in response to wounding [35] and rust infection by both *M*. *larici-populina* and *M*. *medusa* [15]. However, no significant expression of genes directly involved in lignin biosynthesis was reported in either resistant or susceptible hybrid poplars in response to *S*. *musiva* leaf infection [19], though the upregulation of laccases encoding genes (diphenol oxidases) was observed. Laccases were also observed to be upregulated in all pathosystems at 15 DAI.

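Laccases oxidise phenols and polymerise lignin monomers. Potri.015G040400 rose at 15 DAI in *P*. *deltoides* from 5.84 ± 4.94 to 27.1 ± 15.0 CPM (SD, n = 3; log2 fold change 2.15, SE 0.68, adjusted p = 0.0467) and in *P*. *balsamifera* from 4.47 ± 2.73 to 23.1 ± 1.98 CPM (log2 fold change 2.31, SE 0.38, adjusted p = 0.000494). Potri.008G064000 fell in *P*. *balsamifera* at every time, from 2.65 ± 1.58 to 0.254 ± 0.207, 0.679 ± 0.262 and 0.144 ± 0.0423 CPM, with log2 fold changes of -3.31 (SE 0.60, adjusted p = 0.00117), -1.91 (SE 0.51, adjusted p = 0.0159) and -4.13 (SE 0.63, adjusted p = 0.000277). Among *P*. *deltoides* trees it was at 0.143 ± 0.131 CPM at 15 DAI beside 9.97 ± 17.0 in mock trees (log2 fold change -6.28, SE 2.09, adjusted p = 0.0542), where the mock SD exceeds the mean. Among *P*. *tremuloides* trees both had 0 reads in mock trees and 36 and 85 at 15 DAI, in 2 of 3 trees each, and were not tested. Nearly all reads of Potri.008G064000 at 15 DAI were in the poor library, 15 DAI replicate 1. Counted from a floor of 3 reads per library, Potri.015G040400 was at least 3.85-fold higher. The rise of Potri.015G040400 in *P*. *deltoides* was lost without any one of 9 libraries. Other laccases were not analysed here.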

Senescence and abscission of diseased leaves in *P*. *balsamifera* was a unique phenotype. Genes putatively involved in senescence were overexpressed early in infection prior to the occurrence of any visible leaf symptoms. Leaf senescence and abscission in response to disease caused by *Drepanopeziza populi* and *M*. *medusae* was reported in another poplar species, *P*. *angustifolia*, particularly if plants were pre-treated with *Penicillium* spp. endophytes [8,36]. In blueberry, leaf senescence and abscission were reported following severe leaf infection by the *Sphaerulina* relative *Septoria albopunctata* [37]. In these studies, the pathogens caused leaves to senescence before abscission. Leaf abscission could be an indicator of severe infection or a triggered difference response. Within a natural forest setting, senescence and abscission of infected leaves early in the growing season could prove to be beneficial by removing a source of inoculum. Though leaf senescence and abscission was not observed in *P*. *deltoides* and *P*. *tremuloides*, some senescence-related genes were significantly overexpressed at later stages of infection.

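Of the senescence list, 5 of 7 tested genes rose in *P*. *deltoides* at 15 DAI. The NAC gene Potri.005G098200 rose from 4.46 ± 4.29 to 38.8 ± 10.4 CPM (SD, n = 3; log2 fold change 3.03, SE 0.69, adjusted p = 0.0131), the NAC gene Potri.015G020000 from 0.351 ± 0.199 to 1.87 ± 1.29 CPM (log2 fold change 2.39, SE 0.58, adjusted p = 0.0171) and the senescence-associated gene Potri.001G148700 from 24.0 ± 8.91 to 47.6 ± 9.99 CPM (log2 fold change 0.98, SE 0.25, adjusted p = 0.0213). With only the 6 libraries compared 4 of the 5 calls were lost; that of Potri.015G020000 was also lost without 15 DAI replicate 1 (1.62) and that of Potri.001G148700 without 15 DAI replicate 1 or 3. The BTB/POZ gene Potri.005G251300 was at 679 ± 70.2 beside 367 ± 165 CPM in *P*. *deltoides* (log2 fold change 0.89, SE 0.30, adjusted p = 0.0572) and rose to 317 ± 53.5 CPM in *P*. *balsamifera* (log2 fold change 3.78, SE 0.32, adjusted p = 4.25e-06). Its log2 change was smaller in *P*. *deltoides* than in *P*. *balsamifera*, by -2.92 (SE 0.67, adjusted p = 0.0372), and larger in *P*. *balsamifera* than in *P*. *tremuloides*, by 2.78 (SE 0.67, adjusted p = 0.00789). Among *P*. *tremuloides* trees 0 of 3 tested genes passed with all libraries and 3 of 3 without the poor ones, where Potri.005G251300 had 1.37 (adjusted p = 0.00142) and Potri.001G148700 1.06 (adjusted p = 0.0457). As a group the list was higher in *P*. *deltoides* (median log2 fold change 2.00; camera adjusted p = 2.43e-06), a call lost with an estimated correlation (adjusted p = 0.106 with an estimated correlation). In *P*. *tremuloides* the group test gave adjusted p = 0.0652, and 0.0174 without the poor libraries. Adjusted over the list alone 7 were higher in *P*. *deltoides* and 1 in *P*. *tremuloides* (3 without the poor libraries), on a list the study chose on these samples.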

The timing of necrotic spot appearance was fairly consistent between the different pathosystems, ranging from 8 to 14 DAI. This is within the range of necrotic leaf spot formation reported for various plant species infected with other Mycosphaerellaceae family pathogens. Previous studies have indicated the appearance of significant symptoms at approximately 20–32 days in wheat and blueberry following inoculation with *Z*. *tritici* and *S*. *albopunctata*, respectively [37,38]. Also, leaf spot symptoms on hybrid poplar leaf discs inoculated with *S*. *musiva* became visible in as early as 6 days [39]. Different inoculation conditions or differences in disease epidemiology may account for these observed differences.

Major differences in gene expression were observed in host gene expression of three poplar species during leaf spot infection by co-evolved *Sphaerulina* pathogens. However, RNA-seq data from infected leaves did show some common trends among the large differences in observed phenotypes. One common observation between all species was the expression of genes involved in defensive reactions early during infection, particularly chitinases and β-glucosidases (Table 3). Chitin has a primary role in pathogen detection in plants [40] and the upregulation of chitinase genes was previously reported after inoculation of hybrid poplar with the rust pathogen *M*. *medusae* [17]. Chitinases were also reported to be upregulated in hybrid poplar leaves 4 DAI with *S*. *musiva* [19]. In both *P*. *deltoides* and *P*. *balsamifera*, two β-glucosidase were identified as being moderately upregulated, indicating the possible start of cell wall modifications to defend against the invading pathogens. β-glucosidases are known to activate a group of compounds known as ‘phytoanticipins’, which are inert chemical defenses [41].

Kunitz trypsin inhibitor encoding genes are another group of defense related genes that were upregulated following challenge by *Sphaerulina* leaf pathogens in their poplar hosts (Table 4). Kunitz protease inhibitors can protect plant cells by blocking the action of pathogen proteases [42]. These genes were shown to be highly upregulated in hybrid poplar 24 h following wounding or insect herbivory [35,43,44]. Leaf infection of hybrid poplar by *M*. *medusae* induced a small upregulation of two Kunitz trypsin inhibitors at 1 DAI; however, these genes were downregulated at later stages of infection as the pathogen began to heavily colonize the leaves [17]. The early expression of trypsin inhibitors may indicate that cell damage occurred early in infection, though this was not quantified in this study.

Differential expression of many transcription factors was detected. WRKY family transcription factors were expressed by all three poplar species. 

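In *P*. *deltoides*, Potri.015G099200 rose at 15 DAI from 0.202 ± 0.163 to 2.71 ± 0.859 CPM (SD, n = 3; log2 fold change 3.88, SE 0.79, adjusted p = 0.00848). Within *P*. *balsamifera* it rose from 1.21 ± 0.760 to 10.0 ± 4.13 CPM (log2 fold change 2.99, SE 0.48, adjusted p = 0.000376), while at 4 DAI it was at 1.55 ± 0.630 CPM (log2 fold change 0.29, SE 0.52, adjusted p = 0.718). For *P*. *tremuloides* it had 7 reads in the 3 mock trees and 8 at 15 DAI, too few for a test, with 1 of 3 trees above all mock trees. Among the other genes of this kind, Potri.T043800 rose in *P*. *balsamifera* from 1.53 ± 1.53 to 22.0 ± 4.08 CPM (log2 fold change 3.67, SE 0.60, adjusted p = 0.000453) and Potri.001G328000 from 0.740 ± 0.346 to 4.02 ± 0.510 CPM (log2 fold change 2.38, SE 0.39, adjusted p = 0.000434). Potri.T043800 had 2.09 (SE 0.68, adjusted p = 0.0513) in *P*. *deltoides* and 3.95 (SE 1.18, adjusted p = 0.0938) in *P*. *tremuloides*, and 3.92 (adjusted p = 0.0163) in *P*. *tremuloides* without the poor libraries.

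**Figure D2:**
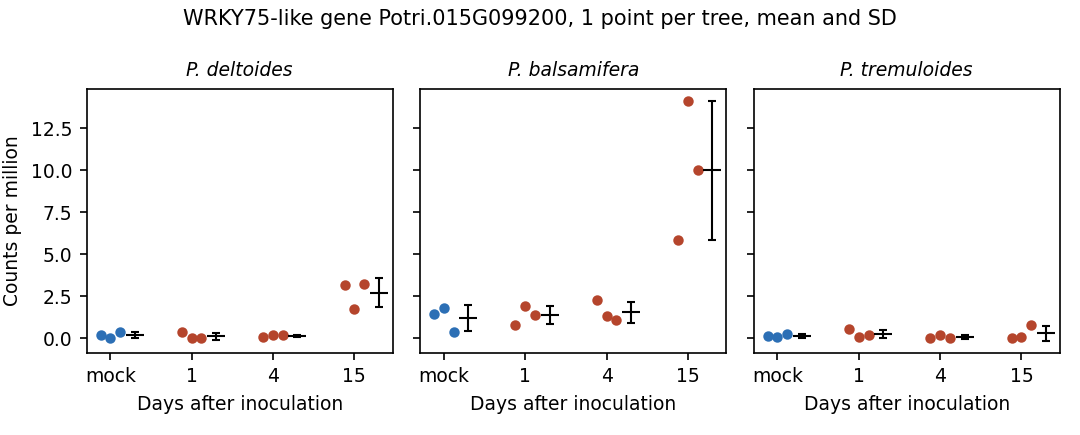
CPM of the WRKY75-like gene Potri.015G099200 in mock trees and at 1, 4 and 15 DAI in each species: 1 point per tree, mean and SD beside the points, n = 3.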

A gene (Potri.015g099200) with similarity to *Arabidopsis* WRKY75 was significantly upregulated at 15 DAI in all three host species (Table 4). WRKY75 is involved in defense against both bacterial and fungal pathogens [45], and in *Arabidopsis*, loss of function for this gene showed delayed leaf senescence [46]. Overexpression of a single WRKY70 gene was also detected in all pathosystems (Potri.013G090300). In *Arabidopsis*, WKRY70 was identified as a key gene used in modulation of plant defense responses through suppression of jasmonic acid signalling [47]. These genes may play an important role in resistance to *Sphaerulina* pathogens and as the inducers of leaf abscission in *P*. *balsamifera*.

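The WRKY70 gene Potri.006G109100, of a family that acts in salicylic acid signalling, rose at 15 DAI in every species: from 16.7 ± 6.54 to 89.2 ± 37.5 CPM in *P*. *deltoides* (SD, n = 3; log2 fold change 2.40, SE 0.54, adjusted p = 0.0131), from 117 ± 46.0 to 321 ± 79.4 CPM in *P*. *balsamifera* (log2 fold change 1.45, SE 0.33, adjusted p = 0.00392) and from 14.4 ± 4.79 to 85.3 ± 26.7 CPM in *P*. *tremuloides* (log2 fold change 2.57, SE 0.55, adjusted p = 0.0265). In all 3 trees of each species it was above all mock trees. The other WRKY70 gene, Potri.013G090300, rose in *P*. *balsamifera* from 6.57 ± 4.04 to 23.6 ± 1.50 CPM (log2 fold change 1.79, SE 0.40, adjusted p = 0.00351) and in *P*. *deltoides* from 0.262 ± 0.205 to 1.72 ± 1.85 CPM (log2 fold change 2.68, SE 0.87, adjusted p = 0.0497), with 1.73 (SE 0.99, adjusted p = 0.354) in *P*. *tremuloides*. At 15 DAI the change of Potri.006G109100 differed by 0.95 (SE 0.65, adjusted p = 1) for *P*. *deltoides* minus *P*. *balsamifera* and -1.10 (SE 0.66, adjusted p = 0.304) for *P*. *balsamifera* minus *P*. *tremuloides*. On simulated counts, the fit of 36 libraries found 1 of 100 differences with a log2 of 1 between *P*. *deltoides* and *P*. *balsamifera*, so a difference is not excluded. The authors write that these WRKY genes may act in resistance and in leaf abscission, neither of which was measured in these files. The *P*. *deltoides* call of Potri.006G109100 was lost without 15 DAI replicate 3 (2.06), that of Potri.013G090300 without any one of 11 libraries (1.28 without 15 DAI replicate 3), and the *P*. *tremuloides* call of Potri.006G109100 without any one of 8 (adjusted p = 0.000311 without the poor libraries).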

The functional annotations of differentially expressed genes revealed different hormone signalling pathways being activated in the different pathosystems. Ethylene signalling was observed in *P*. *deltoides*, and jasmonic acid and salicylic acid signalling were observed in *P*. *balsamifera*. Multiple hormone pathways were activated in *P*. *tremuloides*. Changes in hormone signalling gene expression were typically observed at 15 DAI with only ethylene signalling being detected in *P*. *tremuloides* during early infection. Some possible links can be hypothesized between hormone signalling and the observed plant phenotypes. Ethylene is known to play an important role in the inducible production of lignin [48], while jasmonic acid signalling is known to induce terpenoid production in plants [49]. The activation of these signalling pathways correlates with the observed upregulation of lignin and terpenoid biosynthesis genes in the different pathosystems. Different hormones have been implicated in defense against different pathogen classes. Ethylene and jasmonic acid signalling are typically thought to be involved in the defense against necrotrophic pathogens, while salicylic acid is an essential signalling hormone for defense against biotrophic and hemi-biotrophic pathogens [50,51]. The activation of different hormone signalling pathways may be an indicator of the hemi-biotrophic *Sphaerulina* pathogens at different stages of their infection cycle.

The data presented here shows an in depth examination of gene expression in different poplars with leaf spots induced by the different *Sphaerulina* species. Intraspecific variation in disease resistance was not examined; instead, what is presented here is a snapshot of the possible gene expression during *Sphaerulina* leaf spot infection in poplar. A number of commonly expressed genes were identified between the species examined among some large differences observed in whole pathway analysis and the associated plant phenotypes. The libraries generated here will be valuable for future studies. One limitation of this study was the use of the *P*. *trichocarpa* genome, as the poplar species we studied have different degrees of evolutionary distance from the model tree. A re-examination of this data may be conducted in the future when the precise genomes of these poplar species are completed and publically released and may also be utilized to annotate genes in future genome studies. An in-depth analysis of pathogen gene expression is also currently underway and will be published separately.

## Supporting Information

S1 Fig Multi-dimensional (MDS) scaling plot to visualize distances between RNAseq libraries. Ovals are estimates of variation between the biologically replicated libraries. Data points were computed using the 500 genes with the largest variation between the libraries. Distance between each data point is the square root of their common dispersion.
(TIF)

S2 Fig Venn diagrams showing differentially expressed upregulated and downregulated poplar genes from RNA-seq data mapped to the *P*. *trichocarpa* genome. Libraries from each time point are compared with the healthy, non-inoculated control.
(TIF)

S3 Fig Venn diagrams showing common upregulated and downregulated significantly expressed poplar genes common to the three pathosystems at each time point after inoculation. Libraries from each time point are compared with the healthy, non-inoculated control.
(TIF)

S4 Fig Fisher’s Exact Test of GO terms from *P*. *deltoides* assigned to differentially expressed genes overrepresented at 15 days following inoculation. No GO terms were overrepresented at 1 DAI or 4 DAI.
(TIF)

S5 Fig Fisher’s exact test of GO terms from *P*. *balsamifera* assigned to differentially expressed genes overrepresented at (A) 1 and (B) 15 days following inoculation. No GO terms were overrepresented at 4 DAI.
(TIF)

S6 Fig Fisher’s Exact Test of GO terms from *P*. *tremuloides* assigned to differentially expressed genes overrepresented at (A) 1, (B) 4 and (C) 15 days following inoculation. Only the top 25 GO terms are shown out of the 37 identified in (C). PCD = programmed cell death.
(TIF)

S1 Table List of primers used in this study for validation of RNAseq data and measurement of fungal growth by relative quantification of plant and fungal genes.

S2 Table Individual statistics for read mapping to *P*. *trichocarpa* genome.

# Supplementary material for: Transcriptome Analysis of Poplar during Leaf Spot Infection with Sphaerulina spp
**Source:** PLoS One. 2015 Sep 17;10(9):e0138162. doi: 10.1371/journal.pone.0138162
**Supplement:** S1 Table

**Table S1. List of primers used in this study for validation of RNAseq data and measurement of fungal growth by relative quantification of plant and fungal genes.**

# Supplementary material for: Transcriptome Analysis of Poplar during Leaf Spot Infection with Sphaerulina spp
**Source:** PLoS One. 2015 Sep 17;10(9):e0138162. doi: 10.1371/journal.pone.0138162
**Supplement:** S2 Table

**Table S2. Individual statistics for read mapping to P. trichocarpa genome**

| Plant | Fungus | DAI | Rep | Total reads | Reads mapped | % mapped | # genes |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *P. deltoides* | *S. musiva* | 0 | 1 | 26558980 | 14446381 | 54.4% | 21997 |
| *P. deltoides* | *S. musiva* | 0 | 2 | 56576552 | 30489265 | 53.9% | 22827 |
| *P. deltoides* | *S. musiva* | 0 | 3 | 30919211 | 16898380 | 54.7% | 21485 |
| *P. deltoides* | *S. musiva* | 1 | 1 | 30988021 | 16454036 | 53.1% | 21312 |
| *P. deltoides* | *S. musiva* | 1 | 2 | 36762293 | 19827993 | 53.9% | 22053 |
| *P. deltoides* | *S. musiva* | 1 | 3 | 24351793 | 13074008 | 53.7% | 20574 |
| *P. deltoides* | *S. musiva* | 4 | 1 | 23013617 | 12562000 | 54.6% | 20762 |
| *P. deltoides* | *S. musiva* | 4 | 2 | 45698224 | 24969569 | 54.6% | 22456 |
| *P. deltoides* | *S. musiva* | 4 | 3 | 44876372 | 24259811 | 54.1% | 22306 |
| *P. deltoides* | *S. musiva* | 15 | 1 | 37989086 | 20826743 | 54.8% | 21743 |
| *P. deltoides* | *S. musiva* | 15 | 2 | 20223980 | 11022332 | 54.5% | 20487 |
| *P. deltoides* | *S. musiva* | 15 | 3 | 29357594 | 13663622 | 46.5% | 21525 |
| *P. balsamifera* | *S. populicola* | 0 | 1 | 21478434 | 12252901 | 57.0% | 21843 |
| *P. balsamifera* | *S. populicola* | 0 | 2 | 37945932 | 21646781 | 57.0% | 22892 |
| *P. balsamifera* | *S. populicola* | 0 | 3 | 22739512 | 12767135 | 56.1% | 21942 |
| *P. balsamifera* | *S. populicola* | 1 | 1 | 26248409 | 14748762 | 56.2% | 22072 |
| *P. balsamifera* | *S. populicola* | 1 | 2 | 24701544 | 13663622 | 55.3% | 21968 |
| *P. balsamifera* | *S. populicola* | 1 | 3 | 27305349 | 15174472 | 55.6% | 21882 |
| *P. balsamifera* | *S. populicola* | 4 | 1 | 28675221 | 15847347 | 55.3% | 22441 |
| *P. balsamifera* | *S. populicola* | 4 | 2 | 26639768 | 14432591 | 54.2% | 22617 |
| *P. balsamifera* | *S. populicola* | 4 | 3 | 32464547 | 17823687 | 54.9% | 22999 |
| *P. balsamifera* | *S. populicola* | 15 | 1 | 26656255 | 14554436 | 54.6% | 22414 |
| *P. balsamifera* | *S. populicola* | 15 | 2 | 45437538 | 24890378 | 54.8% | 23252 |
| *P. balsamifera* | *S. populicola* | 15 | 3 | 27939245 | 15377646 | 55.0% | 22541 |
| *P. tremuloides* | Ston1 | 0 | 1 | 15197762 | 7680506 | 50.5% | 21117 |
| *P. tremuloides* | Ston1 | 0 | 2 | 37201975 | 19322139 | 51.9% | 22810 |
| *P. tremuloides* | Ston1 | 0 | 3 | 38044360 | 18534589 | 48.7% | 22817 |
| *P. tremuloides* | Ston1 | 1 | 1 | 23256047 | 11294687 | 48.6% | 21878 |
| *P. tremuloides* | Ston1 | 1 | 2 | 29442427 | 13612097 | 46.2% | 22226 |
| *P. tremuloides* | Ston1 | 1 | 3 | 29266668 | 14330549 | 49.0% | 22716 |
| *P. tremuloides* | Ston1 | 4 | 1 | 9508273 | 4727899 | 49.7% | 19806 |
| *P. tremuloides* | Ston1 | 4 | 2 | 10541688 | 5282296 | 50.1% | 19942 |
| *P. tremuloides* | Ston1 | 4 | 3 | 37880709 | 12534005 | 33.1% | 16360 |
| *P. tremuloides* | Ston1 | 15 | 1 | 23909526 | 1803727 | 7.5% | 8968 |
| *P. tremuloides* | Ston1 | 15 | 2 | 32154610 | 14130990 | 43.9% | 21350 |
| *P. tremuloides* | Ston1 | 15 | 3 | 17699936 | 8699542 | 49.2% | 20876 |
| # genes is total number of genes identified with a minimum sum of 10 reads | | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

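The deposited files are a table of raw read counts per *P*. *trichocarpa* gene model and a table of read counts per de novo contig for each species, each with the authors' test results beside them. To make the counts, the authors removed adapters, low-quality bases and short reads with RobiNA and aligned the single-end 100 bp reads to the *P*. *trichocarpa* genome with Bowtie, with a seed of 28 bases and up to 2 mismatches; the deposited counts are the reads assigned to gene models. The release of Bowtie 1, the version of edgeR and the assembly of the contigs are not given in the sources used here. The authors' log2 fold changes, p-values and FDR values in the deposited tables come from their edgeR fit and were used only to compare with the values here. CPM values were computed here from the deposited counts, scaled by TMM for genes that were tested and by the library total for genes that were not.

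The library numbers in the deposited tables were matched to species, day and replicate through the authors' sample labels. Genes were kept per species with edgeR's filterByExpr by group, counts were scaled by TMM, and all 12 libraries of a species entered 1 quasi-likelihood fit in edgeR, in which each day was compared with mock and 15 DAI with 1 DAI. Differences between species in the change at 15 DAI came from 1 such fit of all 36 libraries. Adjusted p is the Benjamini-Hochberg value over the genes tested, and a gene is called at an adjusted p under 0.05. The SE of a log2 fold change is its size divided by the square root of its F value. De novo contigs were tested in the same way within each species.

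The paper's own lists were used as gene groups: 8 senescence genes, 37 defence genes, 15 Kunitz trypsin inhibitors, 12 WRKY genes, 10 RT-qPCR genes and 3 reference genes, and within them the chitinases, beta-glucosidases, NBS-LRR genes, laccases and WRKY families. Groups were tested with camera in limma at a preset correlation of 0.01, and again with an estimated correlation, with fry and with a rank-sum test. No list of gene functions for the whole genome was at hand, so the paper's enrichment and pathway results were not analysed here. The study chose its lists on these same samples, so for each the count adjusted over the list alone is given too.

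Genes named in the text are every gene the paper names in its text, Tables 3 to 5, Fig. 6 and S1 Table (86 genes). To these were added, per species, the 10 largest rises and 5 largest falls at 15 DAI, and the 5 largest rises and 3 largest falls at 1 and 4 DAI. These had an adjusted p under 0.05, a mean of at least 5 CPM in the higher group, and all 3 inoculated trees beyond all 3 mock trees, in *P*. *tremuloides* judged without the poor libraries; up to 4 called members of each list were also named. The values in the paper's Tables 3 to 5 were seen before this rule was written. Where all mock trees had 0 reads, folds are bounds from a floor of 3 counts per library.

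Shares of mapped reads were compared by permuting species labels 100000 times, and the smallest adjusted p these can give is printed as such a value. Library similarity is the Pearson correlation of log2 of CPM plus 1 over genes with at least 10 reads summed over the libraries of a species. Each fit was first tried on simulated counts with the depth of the real libraries, with 200 genes changed by a log2 of 1 or 2. Each gene had the same spread in all simulated libraries of a fit, estimated from the real ones. The overlap between time points was simulated without any change. The replicate numbers were tested as pairs and as a block. The alternatives were DESeq2, RLE size factors, no low-count filter, the edgeR exact test, only the 6 libraries compared, thinned libraries, a log2 fold change over 1 as well, each library left out in turn, the poor libraries left out, and likelihood-ratio and exact tests over 36 libraries. The poor *P*. *tremuloides* libraries, 4 DAI replicate 3 and 15 DAI replicate 1, are in every result unless the sentence says otherwise, as are the nearly equal *P*. *tremuloides* 1 DAI replicate 3 and 4 DAI replicate 1. The authors' RT-qPCR values and photographs of leaves were not used here, and of their fungal DNA result only the direction over time. Versions: R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.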

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

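The tests that regroup the trees and those of the contigs without reads in mock trees were chosen after the results they test were seen. Differences between species or time points appear here because a test of the difference itself passed, and contigs because the paper does not report on their counts. The change from mock at 15 DAI differed between *P*. *deltoides* and *P*. *balsamifera* for 139 genes (37 with a larger and 102 with a smaller log2 change in *P*. *deltoides*). It differed between *P*. *deltoides* and *P*. *tremuloides* for 2305 (522 and 1783), and between *P*. *balsamifera* and *P*. *tremuloides* for 3124 (1125 larger and 1999 smaller in *P*. *balsamifera*). Trees were regrouped between mock and 15 DAI within species, 25 groupings with the real one. Counts as large came from 3 of 25 for *P*. *deltoides* and *P*. *balsamifera* (highest other 618), 2 for *P*. *deltoides* and *P*. *tremuloides* (3115) and 1 for *P*. *balsamifera* and *P*. *tremuloides* (2938). A grouping that keeps the real groups of one species holds its response against none, and such groupings gave medians of 427, 2270 and 2067, up to several times the real count; one that mixes both removes any response and gave at most 0, 551 and 732. Neither stands for equal responses, so these groupings do not decide on chance. The count for *P*. *balsamifera* and *P*. *tremuloides* ran from 1780 to 5678 with 1 library left out. In a test on simulated counts 17 of 100 differences with a log2 of 2 were found between *P*. *deltoides* and *P*. *balsamifera*.

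Between 1 and 15 DAI the level differed for 3035 genes in *P*. *deltoides* (1203 higher and 1832 lower at 15 DAI), 1596 in *P*. *balsamifera* (719 and 877) and 538 in *P*. *tremuloides* (111 and 427); with 1 library left out they were 1413 to 4722, 451 to 2446 and 103 to 2135, and without the poor libraries 7160 in *P*. *tremuloides*. Groups of 3 trees make 10 splits, too few for a share under 0.05; the highest other split gave 0 genes in *P*. *deltoides*, 0 in *P*. *balsamifera* and 0 in *P*. *tremuloides*. Of the *P*. *tremuloides* genes 20.6% were higher, 25.0% with RLE size factors, 43.7% without the poor libraries, 46.5% with the exact test and 58.2% with DESeq2.

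For the counts of changed genes the 10 splits are too few in the same way. The real split and the highest other gave 0 and 0 genes in *P*. *deltoides* at 1 DAI, 0 and 0 at 4 DAI and 4498 and 1 at 15 DAI. Among *P*. *balsamifera* trees they gave 8902 and 0, 6558 and 1 and 10373 and 0, and in *P*. *tremuloides* 0 and 0, 0 and 0 and 694 and 0. The zeros are counts of the edgeR quasi-likelihood test, with 2642 and 2845 genes at an unadjusted p under 0.05 in *P*. *deltoides* at 1 and 4 DAI and 310 and 1000 in *P*. *tremuloides*. DESeq2 called 309, 327, 39 and 49 in these comparisons and the edgeR exact test 200, 218, 0 and 0. With only the 6 libraries compared in the fit, 168 genes passed in *P*. *tremuloides* at 1 DAI.

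Of the de novo contigs, whose assembly is not given in the sources used here, 49 of 2706 tested changed in *P*. *deltoides* at 1 DAI, 55 at 4 DAI and 583 at 15 DAI (223 higher and 360 lower). Among *P*. *balsamifera* trees 1462, 1325 and 1700 of 2969 changed, with 997, 993 and 1111 higher. Within *P*. *tremuloides* 224, 300 and 31 of 1765 changed, with 223, 298 and 27 higher; without the poor libraries 521, 392 and 511 of 1908 changed, with DESeq2 259 at 15 DAI, and with 1 library left out 0 to 430, 127 to 398 and 0 to 507, so the fall at 15 DAI is not stable. The 10 splits of 3 trees against 3 are again too few for a share under 0.05, and the highest other count was 1 in *P*. *tremuloides* at 15 DAI and 0 in the other comparisons. With the library sizes of the mapped genes, an alternative chosen after seeing the data, 1441 were higher and 288 lower in *P*. *balsamifera* at 15 DAI.

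Contigs without a single read in the mock trees numbered 39 of 2871 in *P*. *deltoides*, 1223 of 4260 in *P*. *balsamifera* and 256 of 2314 in *P*. *tremuloides*; their summed reads, as CPM of the gene counts, at 1, 4 and 15 DAI were 27.0 ± 12.9, 42.0 ± 37.1 and 3.30 ± 0.787 in *P*. *deltoides*, 517 ± 112, 415 ± 33.9 and 1199 ± 593 in *P*. *balsamifera*, and 241 ± 81.4, 469 ± 477 and 115 ± 54.8 in *P*. *tremuloides* (SD, n = 3; at 4 DAI 1020 in the poor library and 209.6 and 179 in the others). For *P*. *deltoides* the mean at 15 DAI was 3.30, below the lowest tree at 1 DAI (17.7), which does not decide on poplar transcripts induced with the mapped genes, since 1832 mapped genes were lower at 15 than at 1 DAI there. The ratio of 15 to 1 DAI was 0.122 in *P*. *deltoides*, 2.32 in *P*. *balsamifera* and 0.479 in *P*. *tremuloides*, with exact p = 0.100, 0.200 and 0.100, where 3 trees against 3 give 0.1 at the least. The paper reports a fall of fungal DNA in *P*. *deltoides* and *P*. *tremuloides* at later times and no significant increase from 1 to 15 DAI in *P*. *balsamifera*, so fungal transcripts in the leaf may be the source of these reads, a hypothesis found and tested on the same data. Poplar transcripts stay open in all 3 species, and the contig sequences were not analysed here.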

How the results depend on the processing

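The tests over 36 libraries, the contig scaling and the fit of *P*. *deltoides* against *P*. *balsamifera* without the poor libraries were chosen after seeing the data; the other alternatives were set before the data were examined. Of 10433 values of 498 named-gene comparisons under the alternatives, 9893 kept their side of the threshold, 290 lost the call, 249 gained one and 1 reversed. A turn of sign between values that were both not called was not counted as reversed. The reversed one was Potri.001G309900 in *P*. *deltoides* at 15 DAI. It went from 1.37 to -5.44 without 15 DAI replicate 3 and to 2.00 without 15 DAI replicate 1. Of 870 list tests of 45 comparisons 782 kept their call, 39 lost and 49 gained it. Of 679 counts of 27 comparisons 484 stayed within 1.5 times, and those that did not follow; the cause was not tested unless named.

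With DESeq2, the changed genes were, in *P*. *deltoides* 309 (from 0) at 1 DAI and 327 (from 0) at 4 DAI, in *P*. *tremuloides* 39 (from 0) at 1 DAI, 49 (from 0) at 4 DAI, 4015 (from 694) at 15 DAI and 3444 (from 538) from 1 to 15 DAI, in *P*. *balsamifera* 2423 (from 1596) from 1 to 15 DAI, in all 3 species 595 (from 128) at 15 DAI. With DESeq2, the genes with a different response at 15 DAI were, between *P*. *deltoides* and *P*. *balsamifera* 678 (from 139), between *P*. *deltoides* and *P*. *tremuloides* 5203 (from 2305), between *P*. *balsamifera* and *P*. *tremuloides* 6313 (from 3124). With DESeq2, the changed contigs were, in *P*. *deltoides* 84 (from 55) at 4 DAI, in *P*. *tremuloides* 259 (from 31) at 15 DAI. With RLE size factors, the genes with a different response at 15 DAI were, between *P*. *deltoides* and *P*. *tremuloides* 3612 (from 2305). With RLE size factors, the changed contigs were, in *P*. *tremuloides* 19 (from 31) at 15 DAI. Without a low-count filter, the changed genes were, in *P*. *deltoides* 14 (from 0) at 1 DAI and 12 (from 0) at 4 DAI, in *P*. *tremuloides* 387 (from 694) at 15 DAI and 342 (from 538) from 1 to 15 DAI. Without a low-count filter, the changed contigs were, in *P*. *balsamifera* 2212 (from 1462) at 1 DAI and 2951 (from 1700) at 15 DAI, in *P*. *tremuloides* 547 (from 224) at 1 DAI, 530 (from 300) at 4 DAI and 293 (from 31) at 15 DAI. With the edgeR exact test, the changed genes were, in *P*. *deltoides* 200 (from 0) at 1 DAI and 218 (from 0) at 4 DAI, in *P*. *tremuloides* 2167 (from 694) at 15 DAI, in all 3 species 391 (from 128) at 15 DAI. The exact test from 1 to 15 DAI, which is not among the counts above, gave 1932 (from 538) in *P*. *tremuloides*, and in *P*. *deltoides* and *P*. *balsamifera* it stayed within 1.5 times. With only the 6 libraries compared in the fit, the changed genes were, in *P*. *deltoides* 1115 (from 4498) at 15 DAI, in *P*. *tremuloides* 168 (from 0) at 1 DAI and 379 (from 694) at 15 DAI, in all 3 species 9 (from 128) at 15 DAI. With libraries thinned to the smallest of the species, the poor ones left out, the changed genes were, in *P*. *deltoides* 3 (from 0) at 1 DAI and 1 (from 0) at 4 DAI, in *P*. *tremuloides* 6724 (from 694) at 15 DAI, in all 3 species 904 (from 128) at 15 DAI. With a log2 fold change over 1 required as well, the changed genes were, in *P*. *deltoides* 1603 (from 4498) at 15 DAI and 1041 (from 3035) from 1 to 15 DAI, in *P*. *balsamifera* 3363 (from 8902) at 1 DAI, 2052 (from 6558) at 4 DAI, 4415 (from 10373) at 15 DAI and 613 (from 1596) from 1 to 15 DAI. With a log2 fold change over 1 required as well, the changed contigs were, in *P*. *deltoides* 33 (from 55) at 4 DAI and 105 (from 583) at 15 DAI, in *P*. *balsamifera* 867 (from 1462) at 1 DAI, 812 (from 1325) at 4 DAI and 1011 (from 1700) at 15 DAI. Without the poor libraries, the changed genes were, in *P*. *tremuloides* 7957 (from 694) at 15 DAI and 7160 (from 538) from 1 to 15 DAI, in all 3 species 998 (from 128) at 15 DAI. Without the poor libraries, the genes with a different response at 15 DAI were, between *P*. *deltoides* and *P*. *balsamifera* 2195 (from 139), between *P*. *deltoides* and *P*. *tremuloides* 6084 (from 2305), between *P*. *balsamifera* and *P*. *tremuloides* 8361 (from 3124). Without the poor libraries, the changed contigs were, in *P*. *tremuloides* 521 (from 224) at 1 DAI and 511 (from 31) at 15 DAI. With a likelihood-ratio test over 36 libraries, the changed genes were, in *P*. *deltoides* 5 (from 0) at 1 DAI, 5 (from 0) at 4 DAI and 1274 (from 4498) at 15 DAI, in *P*. *balsamifera* 2012 (from 8902) at 1 DAI, 942 (from 6558) at 4 DAI and 3373 (from 10373) at 15 DAI, in *P*. *tremuloides* 444 (from 0) at 1 DAI, 2687 (from 0) at 4 DAI and 9764 (from 694) at 15 DAI. With an exact test over 36 libraries, the changed genes were, in *P*. *deltoides* 1 (from 0) at 1 DAI, 3 (from 0) at 4 DAI and 826 (from 4498) at 15 DAI, in *P*. *balsamifera* 1270 (from 8902) at 1 DAI, 474 (from 6558) at 4 DAI and 2358 (from 10373) at 15 DAI, in *P*. *tremuloides* 205 (from 0) at 1 DAI, 1459 (from 0) at 4 DAI and 8461 (from 694) at 15 DAI.

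Leaving out 1 library gave, for genes in *P*. *deltoides*, 0 to 170 at 1 DAI (without 1 DAI replicate 1 and without mock replicate 2), 0 to 350 at 4 DAI (without 1 DAI replicate 1 and without mock replicate 2), 1849 to 5813 at 15 DAI (without 15 DAI replicate 3 and without mock replicate 2) and 1413 to 4722 from 1 to 15 DAI (without 1 DAI replicate 3 and without mock replicate 1). For genes in *P*. *balsamifera* it was 6920 to 9408 at 1 DAI, 4673 to 7399 at 4 DAI, 8363 to 10817 at 15 DAI and 451 to 2446 from 1 to 15 DAI (without 1 DAI replicate 1 and without mock replicate 2). For genes in *P*. *tremuloides* it was 0 at 1 DAI, 0 at 4 DAI, 164 to 2663 at 15 DAI (without mock replicate 3 and without 4 DAI replicate 3) and 103 to 2135 from 1 to 15 DAI (without 1 DAI replicate 1 and without 4 DAI replicate 3). For genes that differ at 15 DAI between *P*. *deltoides* and *P*. *balsamifera* it was 66 to 586 (without *P*. *balsamifera* mock replicate 3 and without *P*. *tremuloides* 15 DAI replicate 1). For genes that differ at 15 DAI between *P*. *deltoides* and *P*. *tremuloides* it was 1054 to 4336 (without *P*. *deltoides* 15 DAI replicate 1 and without *P*. *tremuloides* 4 DAI replicate 3). For genes that differ at 15 DAI between *P*. *balsamifera* and *P*. *tremuloides* it was 1780 to 5678 (without *P*. *balsamifera* 15 DAI replicate 2 and without *P*. *tremuloides* 4 DAI replicate 3). For contigs in *P*. *deltoides* it was 26 to 83 at 1 DAI (without 1 DAI replicate 1 and without mock replicate 2), 17 to 96 at 4 DAI (without mock replicate 3 and without mock replicate 2) and 324 to 611 at 15 DAI (without 15 DAI replicate 3 and without mock replicate 2). For contigs in *P*. *balsamifera* it was 1449 to 1673 at 1 DAI, 1263 to 1530 at 4 DAI and 1608 to 2028 at 15 DAI. For contigs in *P*. *tremuloides* it was 0 to 430 at 1 DAI (without mock replicate 1 and without 4 DAI replicate 3), 127 to 398 at 4 DAI (without mock replicate 2 and without 15 DAI replicate 3) and 0 to 507 at 15 DAI (without mock replicate 1 and without 4 DAI replicate 3). For genes in all 3 species it was 0 at 1 DAI, 0 at 4 DAI and 36 to 400 at 15 DAI (without *P*. *tremuloides* mock replicate 3 and without *P*. *tremuloides* 4 DAI replicate 3).

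The replicate number as a block gave 229 changed genes (from 694) in *P*. *tremuloides* at 15 DAI, 168 (from 538) from 1 to 15 DAI, 0 contigs (from 31) and 28 genes (from 128) in all 3 species at 15 DAI, with fewer degrees of freedom. The numbers do not pair the trees: trees of the same number in different groups correlated at a mean r of 0.00594, 0.0183 and -0.0541 in *P*. *deltoides*, *P*. *balsamifera* and *P*. *tremuloides* after removing group means, and trees of different numbers at -0.00259, -0.00783 and 0.0295. Among list tests, the Kunitz trypsin inhibitors in *P*. *deltoides* at 15 DAI passed by a rank-sum test (adjusted p = 0.000423). The WRKY list at 15 DAI lost its call in *P*. *deltoides* (adjusted p = 0.106) and *P*. *tremuloides* (0.0882) with an estimated correlation, and the defence list in *P*. *tremuloides* at 1 DAI with only the 6 libraries compared (0.182). In counts simulated with the depth and spread of each species, 84 of 100 changes with a log2 of 2 were found at 15 DAI in *P*. *deltoides*, 93 in *P*. *balsamifera*, 0 in *P*. *tremuloides* and 58 in *P*. *tremuloides* without the poor libraries. Each gene had the same spread in every simulated library, so the 0 is not the power of the real *P*. *tremuloides* fit.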

Differences from the paper's values

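The tests over 36 libraries were chosen after the values were seen; the other alternatives named here were set before the data were examined. For *P*. *tremuloides* 4 DAI replicate 3 the paper gives 33.1% of reads mapped, 12 when counted in units of 1000000 reads, and 12534005 in its supplementary table, where the deposited counts give 19.7%, 7.47 and 7471404. For 15 DAI replicate 1 the paper gives 7.5%, 1.8 in that unit and 1803727, beside 2.62%, 0.627 and 627437. No alternative applies to these, and in 33 of 36 libraries the counts sum to the supplementary table's mapped reads. The third exception is *P*. *deltoides* 15 DAI replicate 3, for which that table prints 13663622, the number it prints for *P*. *balsamifera* 1 DAI replicate 2, beside 15855110 in the counts.

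In Table 3 the columns headed *P*. *deltoides* and *P*. *tremuloides* hold each other's values. The paper's values headed *P*. *deltoides* differ from those of *P*. *deltoides* here by medians of 0.746, 1.37 and 0.429 at 1, 4 and 15 DAI and from those of *P*. *tremuloides* by 0.0160, 0.0780 and 0.143. Those headed *P*. *tremuloides* differ from *P*. *tremuloides* by 0.244, 0.742 and 0.247 and from *P*. *deltoides* by 0.00371, 0.00763 and 0.00625. These columns were left out of the comparison, and of the 242 other log2 values that could be compared 237 have the paper's sign.

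The log2 fold change of Potri.019G093700 in *P*. *tremuloides* at 1 DAI is 5.2 in the paper and 4.66 here. It is within the paper's value with DESeq2, without a filter, with the exact test, with the replicate block, without the poor libraries and without 15 DAI replicate 1 or any 4 DAI replicate, but not with RLE size factors, without 15 DAI replicate 3 or without mock replicate 1. At 4 DAI in *P*. *tremuloides* Potri.004G000400 has a decrease of 10.33 in the paper and of 6.67 here, Potri.019G088200 -8.38 in the paper and -4.94 here and Potri.T043800 -6.83 in the paper and -3.23 here. At 15 DAI Potri.019G088200 has a decrease of 8.38 in the paper and of 4.94 here and Potri.T029200 -4.59 in the paper and -1.46 here. For these 5 values none of the 17 to 19 alternatives is within the paper's; the inoculated trees had 0 reads in each of these 5, where a fitted value depends on the constant a tool adds. Potri.004G067900 at 4 DAI has -0.04 in the paper and 0.0521 here, within without 4 DAI replicate 1, mock replicate 1 or mock replicate 2 and outside under the other 17 alternatives. Potri.003G097900 at 15 DAI has a decrease of 5.03 in the paper and of 4.60 here, within without mock replicate 1 and outside under the other 18.

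The paper counts 15 Kunitz trypsin inhibitors as higher in *P*. *balsamifera* at 15 DAI. Of the genes in its Table 5, a selection, 9 were tested here, and 5 rose and 2 fell. Under none of the 19 alternatives does the count come within the paper's. With 9 tested genes 15 was out of reach wherever low counts were filtered, so the alternatives do not bear on this difference. Family members outside that table were not analysed here. That table prints 5 rises and 2 falls of this family in bold there, the genes called here. The paper has Kunitz trypsin inhibitors changed in *P*. *deltoides* at 15 DAI, raised early in *P*. *balsamifera* and raised in *P*. *tremuloides* at every time. In the edgeR quasi-likelihood fit 0 passed in *P*. *deltoides* at 15 DAI, in *P*. *balsamifera* at 1 DAI and in *P*. *tremuloides*. But both falls in bold in *P*. *deltoides* at 15 DAI (Potri.003G097900 and Potri.007G111500) were of genes not tested here. The same holds for both rises in bold in *P*. *balsamifera* at 1 DAI (Potri.019G088200 and Potri.T029200), so the zeros do not bear on these genes. Adjusted over the list alone 4 rose in *P*. *tremuloides* at 1 DAI and 1 at 15 DAI, where 2 fell. The values the paper prints in bold and those called here were 18 and 18 in *P*. *balsamifera* at 1 DAI in Table 4 (17 in both) and 17 and 17 at 15 DAI in Table 5 (16 in both). In Table 5 they were 5 and 6 in *P*. *balsamifera* at 1 DAI (1 in both) and 2 and 6 at 4 DAI (2 in both). In Table 3 they were 0 and 5, 6 and 5, and 8 and 7 in *P*. *balsamifera* at 1, 4 and 15 DAI (0, 5 and 7 in both). Within *P*. *deltoides* they were 3 and 0 in Table 4 and 10 and 5 at 15 DAI in Table 5 (4 in both). Among *P*. *tremuloides* trees they were 19 and 0 in Table 4 and 6 and 0, 7 and 0, and 18 and 1 at 1, 4 and 15 DAI in Table 5.

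The paper states that more genes changed at later times in each species, and that fewer changed at 4 than at 1 DAI in *P*. *deltoides* and *P*. *balsamifera* and more in *P*. *tremuloides*. Here *P*. *deltoides* had 0, 0 and 4498 called genes at 1, 4 and 15 DAI, *P*. *balsamifera* 8902, 6558 and 10373, and *P*. *tremuloides* 0, 0 and 694. The order at 1 and 4 DAI is the paper's in *P*. *balsamifera* and cannot be read from the zeros of the quasi-likelihood test in *P*. *deltoides* and *P*. *tremuloides*. DESeq2 gave 309 and 327 in *P*. *deltoides* and the edgeR exact test 200 and 218, against the paper's order, but without a low-count filter there were 14 and 12 and with thinned libraries 3 and 1, in its order. Leaving out mock replicate 2 gave 170 and 350 in *P*. *deltoides* and leaving out 1 DAI replicate 2 15 and 1, so the order there is open. DESeq2 gave 39 and 49 in *P*. *tremuloides*, in the paper's order. Only the 6 libraries compared gave 168 there at 1 DAI and none at 4 DAI, against that order. The likelihood-ratio test over 36 libraries, chosen after seeing the values, gave 444 and 2687 in *P*. *tremuloides* at 1 and 4 DAI, in the paper's order; which of the paper's genes it drops was not analysed here. The authors' deposited FDR values under 0.05 number 424, 2376 and 9172 in *P*. *tremuloides* and 1237, 456 and 2277 in *P*. *balsamifera*. The exact test over 36 libraries gave 205, 1459 and 8461 and 1270, 474 and 2358 in these species, nearer to the deposited numbers than the fit per species. In *P*. *tremuloides* the likelihood-ratio test, with 9764 at 15 DAI, came nearer still. For *P*. *deltoides* at 1 DAI the deposited number is 315, where the exact test over 36 libraries gave 1 and the likelihood-ratio test 5. Which test the authors used thus stays open.

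The paper states that Potri.001G112600 and Potri.010G166200 rose late in all 3 species; both passed in *P*. *deltoides* and *P*. *balsamifera* at 15 DAI, the first had adjusted p = 0.0784 in *P*. *tremuloides* (0.00205 without the poor libraries) and the second was not tested there, and in *P*. *balsamifera* the second was higher from 1 DAI. The paper states that beta-glucosidases rose in *P*. *deltoides* at 1 DAI, where they had adjusted p = 0.337 and 0.275, and that Potri.004G110200 rose in *P*. *tremuloides* at 4 and 15 DAI, where it was not tested, with 8 and 3 reads in 3 trees. The paper states a large rise of the cinnamyl-alcohol dehydrogenase Potri.009G062800, which had at most 8 reads in 3 *P*. *deltoides* trees. The paper has Potri.015G099200 and Potri.013G090300 higher in all 3 species; both passed in *P*. *deltoides* and *P*. *balsamifera*, and in *P*. *tremuloides* the first was not tested and the second had adjusted p = 0.354 (0.0832 without the poor libraries).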

Other observations

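Alpha-tubulin-1 (Potri.002G111900), the poplar gene against which the paper measured fungal DNA, fell in *P*. *balsamifera* from 202 ± 149.7 to 22.6 ± 10.9 CPM at 15 DAI (SD, n = 3; log2 fold change -3.17, SE 0.68, adjusted p = 0.00269) in all 3 trees, and had -2.22 (SE 0.65, adjusted p = 0.0185) at 1 DAI and -1.22 (SE 0.63, adjusted p = 0.169) at 4 DAI. Among *P*. *deltoides* trees it fell from 166 ± 246 to 9.21 ± 6.46 CPM at 15 DAI (log2 fold change -4.22, SE 1.23, adjusted p = 0.0345), with 2 of 3 trees below all mock trees. The mock SD exceeds the mean in *P*. *deltoides*, and the *P*. *deltoides* call was lost without any one of 5 libraries, with -1.42 without mock replicate 1. The paper's use of the gene was for DNA, which these RNA counts do not bear on. Alpha-expansin 4 (Potri.009G169500), a cell wall loosening protein, passed in no species, with 0.28 (SE 0.30, adjusted p = 0.559) in *P*. *deltoides* and -0.16 (SE 0.31, adjusted p = 0.706) in *P*. *balsamifera* at 15 DAI.

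The defence list, chosen by the study for 1 DAI, was also higher in *P*. *balsamifera* at 4 DAI, where 16 of 24 tested members rose (camera adjusted p = 4.9e-13, and 0.000201 with an estimated correlation), and at 15 DAI, where 17 rose and 3 fell (4e-10). At 4 DAI its group test also passed in *P*. *tremuloides* (median log2 fold change 1.15; adjusted p = 4.25e-05, and 0.0150 with an estimated correlation) and in *P*. *deltoides* (0.00510, lost at 0.102). At 15 DAI in *P*. *deltoides* 4 rose and 2 fell (adjusted p = 0.273). The WRKY list had 5 members higher and 1 lower in *P*. *balsamifera* at 1 DAI and 5 higher at 4 DAI, with group tests lost under an estimated correlation (adjusted p = 0.405 and 0.123). The RT-qPCR list passed as a group at 15 DAI in *P*. *balsamifera* (adjusted p = 0.0356) and *P*. *tremuloides* (0.00438), in neither with an estimated correlation (0.144 and 0.152).

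For the poor libraries, the test of depth and that of a wrong label were chosen after their results were seen; those of abundant genes here and of the pair of libraries below were set before. *P*. *tremuloides* 4 DAI replicate 3 and 15 DAI replicate 1 stand apart from the other libraries. At equal depth 7527 and 9643 genes reached 10 reads, below the lowest of the 10 other *P*. *tremuloides* libraries (10508), which argues against depth alone. The highest correlation of either with any of the other 35 libraries was 0.776. With their own groups the means were also low, at 0.697 and 0.368, so low values everywhere cannot decide on a swapped label. Within the species, 4 DAI replicate 3 was closest to 15 DAI replicate 2 (0.747) and 15 DAI replicate 1 to mock replicate 2 (0.391). Without the 100 largest genes the higher mean correlation with the own group was 0.726, which argues against a few genes alone. The paper reports that all samples passed its RNA integrity limit. It also reports short sequences enriched in these libraries and names a potential error of library construction or sequencing. Such an error and reads from other organisms were not tested here and stay open.

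*P*. *tremuloides* 1 DAI replicate 3 and 4 DAI replicate 1, from trees of different groups, were nearly equal. At equal depth the chi-square per gene was 1.43, beside 12.6 for the next pair of *P*. *tremuloides* and 2.03 for the lowest pair of the clonal species. Over 500 genes that vary between the other 8 libraries the median log2 difference was 0.107, far below every pair of the same group, which argues against 2 seedlings with similar expression, though genes picked by their spread in the other libraries raise those. RNA of one tree in both libraries may explain it, but the chi-square per contig was 7.59, beside 10.4 for the next pair and 2.94 for the lowest pair of the other species, so it cannot be told apart from other sources. No biological explanation was tested.

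Of the authors' deposited test results, the block headed *P*. *deltoides* at 4 DAI has log2 fold changes that correlate with *P*. *deltoides* at 15 DAI here at r = 0.999 and with 4 DAI at 0.605. The block headed *P*. *deltoides* at 15 DAI correlates with *P*. *balsamifera* at 15 DAI at 0.998 and with its own heading at 0.515. For *P*. *balsamifera* contigs the block headed 15 DAI correlates with 4 DAI at 0.994 and with 15 DAI at 0.954.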
